# Neuroinflammation in advanced canine glaucoma

**Published:** 2010-10-15

**Authors:** Bing Jiang, Matthew M. Harper, Helga Kecova, Grazyna Adamus, Randy H. Kardon, Sinisa D. Grozdanic, Markus H. Kuehn

## Abstract

**Purpose:**

The pathophysiological events that occur in advanced glaucoma are not well characterized. The principal purpose of this study is to characterize the gene expression changes that occur in advanced glaucoma.

**Methods:**

Retinal RNA was obtained from canine eyes with advanced glaucoma as well as from healthy eyes. Global gene expression patterns were determined using oligonucleotide microarrays and confirmed by real-time PCR. The presence of tumor necrosis factor (TNF) and its receptors was evaluated by immunolabeling. Finally, we evaluated the presence of serum autoantibodies directed against retinal epitopes using western blot analyses.

**Results:**

We identified over 500 genes with statistically significant changes in expression level in the glaucomatous retina. Decreased expression levels were detected for large number of functional groups, including synapse and synaptic transmission, cell adhesion, and calcium metabolism. Many of the molecules with decreased expression levels have been previously shown to be components of retinal ganglion cells. Genes with elevated expression in glaucoma are largely associated with inflammation, such as antigen presentation, protein degradation, and innate immunity. In contrast, expression of many other pro-inflammatory genes, such as interferons or interleukins, was not detected at abnormal levels.

**Conclusions:**

This study characterizes the molecular events that occur in the canine retina with advanced glaucoma. Our data suggest that in the dog this stage of the disease is accompanied by pronounced retinal neuroinflammation.

## Introduction

Glaucoma is among the leading causes of human blindness world wide and continues to pose a clinical challenge yet the sequence of the pathophysiological events that accompany and lead to retinal ganglion cell (RGC) death, the ultimate cause of vision loss in glaucoma, remains incompletely understood. Dogs frequently develop glaucoma spontaneously with advanced age and represent an attractive model for glaucoma research due to the size of their eye, the chronic nature of the disease, and the pathophysiological similarities to glaucoma in humans. In this species ocular exams such as gonioscopy, fundus photography, intraocular pressure (IOP) measurements, slitlamp exams, and indirect ophthalmoscopy are routinely performed and even advanced diagnostic methodologies such as optical coherence tomography, ultrasound, or pattern electroretinogram (pERG) recordings can be conducted [1,2].

An important step toward a better understanding of the pathophysiology of glaucoma is to determine the retinal gene expression profile during the progression of the disease. Several excellent studies describing changes in the global gene expression pattern in the retina and optic nerve of rodent models of glaucoma have been published previously [3-7].

Here, we examine the gene expression pattern and immune response changes of the retina in healthy eyes and in eyes of dogs with spontaneous glaucoma. Glaucomatous damage in these eyes was typically advanced, allowing insight into the cellular events that occur during late stage glaucoma.

## Methods

### Canine eyes

All studies were conducted in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research and are approved by the Iowa State University Committee on Animal Care. Before inclusion in the study all animals were evaluated by a veterinary ophthalmologist (SDG) to rule out the presence of non-related ocular disease. Examinations included slit lamp biomicroscopy, intraocular pressure measurements, indirect ophthalmoscopy, and gonioscopy.

Glaucoma eyes (n=9) were derived from the patient population of the Iowa State University College of Veterinary Medicine Clinics and enucleations were performed with the animal owner’s consent to ease pain and suffering. Retinal samples from total of five glaucomatous eyes were used for microarray analysis, while retinal samples of all nine animals were used for PCR analysis. All glaucoma donors were diagnosed with primary glaucoma based on abnormal gonioscopy examination, elevated IOP and absence of other ocular disease. IOP of affected eyes ranged from 30 to 48 mmHg. None of the glaucoma animals used in this study received surgical treatment, but all of them were treated with IOP lowering topical medications.

In addition, eyes from five control dogs without ophthalmic findings were used. These animals were euthanized for reasons unrelated to this study (see Table 1).

**Table 1:** Samples used for gene array analyses.

**Sample ID**	**Breed/Age**	**IOP (mmHg)**	**Duration**	**Gonioscopy**	**Medications**
G1	Shiba Inu, 5y	46	6 months	Closed angle	Latanoprost, brinzolomide
G2	Shiba Inu, 12y	33	8 months	Closed angle	Latanoprost, brinzolomide
G3	Dalmatian, 7y	48	1.5 months	Closed angle	Latanoprost, brinzolomide
G4	Basset Hound, 7y	36	4 months	Closed angle	Latanoprost, brinzolomide
G5	Basset Hound, 5y	30	6 months	Closed angle	Latanoprost, brinzolomide
C1	Beagle, 4y	12	n/a	Open angle	n/a
C2	Beagle, 4y	14	n/a	Open angle	n/a
C3	Beagle, 4y	12	n/a	Open angle	n/a
C4	Beagle, 4y	18	n/a	Open angle	n/a
C5	Beagle, 4y	17	n/a	Open angle	n/a

All glaucoma samples had closed irido-corneal angle appearance during gonioscopy examination, whereas control individuals had open angles and normal IOP. Four additional glaucoma samples were used for RT–PCR analyses.

### Gene expression analyses

Eyes were dissected and preserved in RNAlater (Ambion, Austin, TX) immediately after enucleation. Samples were then stored at −80 °C until RNA extraction. The neural retina was isolated and total RNA was extracted from the tissue using Qiagen RNeasy minipreps. Samples were treated with RNase free DNase and the integrity of the RNA was evaluated through analysis with a Bioanalyzer (Agilent Technologies, Foster City, CA). RNA was amplified using a T7 RNA polymerase based approach and hybridized to Affymetrix Canine genome 2.0 gene chips following standard protocols.

Raw data obtained were normalized using the RMA algorithm. Normalized data were log^2^-transformed and filtered to remove non-expressed genes from the data set. For the purpose of this study, expressed genes are defined as those with corresponding probesets displaying log-expression values above 7.0 in at least 2 samples (either controls or affected). The remaining probesets were analyzed to identify significant expression changes using the Wilcoxon unpaired rank sum test and the significance analysis for microarray (SAM; Version 3.0; Microsoft Excel Add-In; Stanford University, Palo Alto, CA). Data were analyzed four times using 200 permutations and different seeds values for the random number generator. The delta value was set at 0.53 and a minimum twofold expression change was required. Only genes identified as differentially expressed in all four analyses are presented in this manuscript.

The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to obtain current Entrez Gene IDs (November, 2007) and the corresponding gene names are used throughout this manuscript. Data have been deposited to the NCBI Gene Expression Omnibus (GEO) and are available under the accession number GSE21879.

### Quantitative PCR analyses

Total retinal RNA was extracted from retinas of nine glaucomatous and five control eyes and treated with DNase. These included all eyes used for the microarray studies as well as four additional glaucoma samples. Only one eye from each animal was used. From each sample 500 ng RNA was reverse transcribed in a random primed reaction and 5 ng was used as template in each PCR reaction. DNA amplification was monitored using the dye SYBR Green (Perkin Elmer, Waltham, MA). Data from each sample was obtained in triplicate; amplification controls included wells containing genomic DNA only and those containing no target (water controls). Transcript levels were determined based upon standard curves for each primer pair (Table 2). Melt curve analyses were performed following each amplification reaction to ascertain the absence of nonspecific amplification products. Expression values obtained were normalized to transcript levels for ubiquitin C (*UBC*).

**Table 2:** Oligonucleotide primers used for quantitative PCR analyses.

**Gene**	**Forward (5′-3′)**	**Reverse (5′-3′)**
*UBC*	TTGTTCGTCTCCGTGCGCTT	TGGATCTTCGCCTTGACGTTCT
*TNFRSF1A*	TCCAGTGCAATAACTGCAGCCT	ACAACTTCCCGCACTCTGTGTT
*TNFRSF14*	AGGGACACGATGTGTGAAGACT	AGCATGTGCTTCCCGCTGAA
*S100A1*	ACCTCAGGTCCAGGCTGACT	AGCTCCTTCTTGCTCAGCTTGT
*NTF3*	AAGAGGTACGCGGAGCATAA	TTGACAGGCCTGGCTTCTTT
*NRCAM*	ACGATGTCCCAAATCCTCCGTT	ATAGCCCTGCTTCGTGCATT
*GMFG*	TGCTGCTGCCACTGGT	TGTGGCACTTCGTACAGCAA
*CSF1R*	GTTGGTCACCTGCATGTCCATCAT	ACTCCCACTTCTCATTGTAGGGCA

### Immunohistochemistry

Tissue samples for immunohistochemistry were fixed in 4% paraformaldehyde, embedded in paraffin and sectioned to a thickness of 2 microns. Sections were deparaffinized with heat and xylene and rehydrated by serial rinses in decreasing concentrations of ethanol. Endogenous peroxidase activity was quenched by incubation with 3% H_2_O_2_ for 10 min. Following rinses in potassium phosphate-buffered saline (KPBS), cells were incubated in blocking solution containing 5% normal donkey serum (NDS, 017–000–121; Jackson ImmunoResearch, West Grove, PA), 0.1% BSA (BSA, A9647; Sigma, St. Louis, MO), and 0.04% Triton X-100 for 2 h to eliminate non-specific antibody labeling. Tissue was then incubated in primary polyclonal antibodies overnight at room temperature including: anti-glial fibrillary acid protein (1:2,000; Dako, Carpinteria, CA); anti-CD3 (1:75; Dako); anti-TNF-alpha (1:50; Abcam, Cambridge, MA), anti-TNF-R1 (1:500; Abcam) and anti-TNF R2 (1:25; Abcam). Antibody binding was visualized through incubation with appropriate biotinylated secondary antibodies followed by incubation with avidin-peroxidase conjugate and 3,3′-diaminobenzidine (DAB) with nickel sulfate. Care was taken to maintain identical development times in those cases where labeling intensity was measured. Sections were dehydrated through a graded ethanol series, cleared with xylene, and coverslipped. Negative controls were performed in parallel and included the omission of the primary or secondary antibody. Images of anti-GFAP and anti-CD3 were taken withan Axioplan 2 microscope (Carl Zeiss MicroImaging, Inc., Thornwood, NY), equipped with a color camera (AxioCam MRc; Carl Zeiss Meditec, Inc.).

### TNF and TNF receptor quantification

Four images of the central and peripheral retina were taken for each section using a Nikon Microphot Microscope (Nikon Inc. Garden City, NY) and a 40× oil immersion objective. Central retinal images were obtained within two microscope fields of the optic nerve. Peripheral retinal images were obtained 7–8 microscope fields away from the optic nerve. The microscope settings for tissue stained with a particular antibody were left consistent to eliminate variation from one sample to the next. A blank image that did not contain any tissue was obtained to correct for any slight variations in the slides. Metamorph image analysis software (Ver. 7; Molecular Devices, Sunnyvale CA) was used to quantify the percentage of the retina that was immunoreactive for each antibody. Blank images from the data set were used to correct each slide to account for differences in light illumination. A threshold two standard deviations below the median staining intensity for each group stained with an antibody was determined, the immunoreactivity was pseudocolored and the fraction of the retina labeled was calculated using Metamorph. The immunoreactivity of all retinal layers combined was quantified. Additionally, the combined ganglion cell layer and the inner plexiform layers were analyzed independently. Morphometric data were statistically analyzed using Students *t*-test and Graphpad Prism (ver. 4.0 for Macintosh; Graphpad Software, La Jolla, CA).

### Detection of autoantibodies

Initial screening of dog sera was performed using dog retinal proteins that were extracted from a dog retina with 2% octyl glucoside in phosphate/saline buffer (PBS) with proteolytic inhibitors, pH 7.2. The proteins were separated by SDS-gel electrophoresis on a 10% gel and transferred to an Immobilon membrane (Millipore, Bedford, MA). Individual strips containing 10 μg retinal proteins were blocked with 10% normal goat serum, 1% BSA in PBS for 1 h, and then incubated with 1:100 diluted dog serum (1 h) followed by a 1 h incubation with 1:1,000 diluted anti-dog IgG (H and L chain) conjugated to alkaline phosphatase (Sigma, St. Louis, MO). Color reaction was developed by adding the phosphatase substrate until dark bands, appeared in comparison to the positive controls (anti-recoverin antibody diluted 1:50,000, anti-enolase antibody diluted 1:2,000, anti-crystalline-μ antibodies diluted 1:1,000). Western Blots were run and examined in a masked fashion. As a negative control, serum was omitted and only a secondary antibody was applied.

## Results

All animals (Table 1) received an ocular exam (slitlamp biomicroscopy, intraocular pressure measurements, indirect ophthalmoscopy, and gonioscopy) to rule out the presence of the non-related ocular disease before inclusion in the study. In the majority of canine breeds glaucoma develops through a gradual narrowing and eventual closure of the angle resulting in elevation of IOP and the development of functional deficits. All glaucoma animals used in this study presented with closed irido-corneal angles during gonioscopy examination.

### Histology

Histological evaluation of the retina and optic nerve head (ONH) of glaucomatous canine eyes demonstrated that the morphological findings in this species closely resemble those observed in human eyes. As in human glaucoma, the appearance of the ONH in the glaucomatous eye is often characterized by extensive cupping, reorganization of the extracellular matrix and gliotic changes [2]. In the retina of dogs with advanced glaucoma a general thinning of the peripheral retina, associated with extensive loss of cells in the ganglion cell and inner nuclear layers, is evident (Figure 1). Although some loss of nuclei in the outer nuclear layer is discernable, the integrity and organization of the photoreceptor cells is largely maintained. Immunohistochemical analyses demonstrated enhanced expression of glial fibrillary acidic protein (GFAP) in the glaucomatous retina (Figure 1B). GFAP can also be detected in the nerve fiber layer of normal eyes but at much reduced levels (Figure 1A).

**Figure 1:**
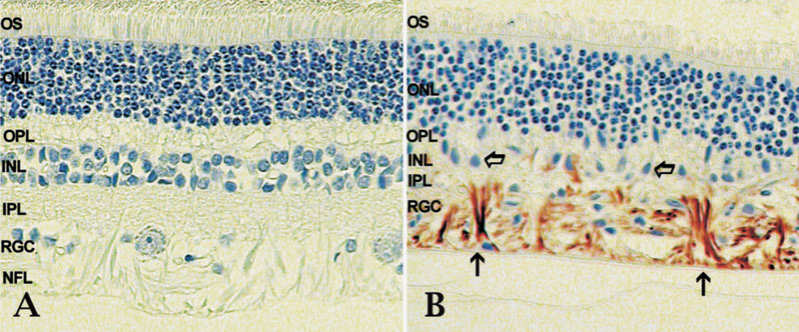
Morphology of the canine retina. Morphology of the peripheral retina in a healthy dog (**A**) and dog with advanced glaucoma (**B**). Glaucomatous changes include dramatic loss of cells in the retinal nerve fiber layer, ganglion cell layer and inner nuclear layer compared to healthy eyes. In the glaucomatous retina GFAP can readily be detected in retinal glial cells (arrows) and indicates extensive gliosis in the nerve fiber layer. GFAP can also be detected in the NFL of normal eyes when extended periods of color development are used. (NFL-nerve fiber layer, RGC-retinal ganglion cell layer, IPL-inner plexiform layer, INL-inner nuclear layer, OPL-outer plexiform layer, ONL-outer nuclear layer, OS-Photoreceptor cell outer segments).

### Gene expression analysis

To identify retinal gene expression changes associated with advanced glaucoma, we analyzed the global gene expression patterns in five eyes derived from dogs with glaucoma and from five control animals. 

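Neural retina was profiled from 1 eye each of 5 dogs with primary glaucoma (2 Shiba Inus, 2 Basset Hounds and 1 Dalmatian) and of 5 control Beagles aged 4 years, with 1 Affymetrix canine array per dog. In the glaucomatous eyes the IOP was 30 to 48 mmHg and the disease had lasted 1.5 to 8 months. Table 1 gives ages of 5 to 12 years for these dogs, whereas the sample labels give 14 years for the older Shiba Inu (12 in Table 1) and 9 years for the Dalmatian (7 in Table 1). The authors normalized the raw data with the RMA algorithm, which subtracts background, gives all arrays the same distribution of probe intensities and summarizes the probes of each probe set. The deposited values are RMA intensities on a linear scale, and their log2 values were used here. Group means of these log2 values match the averages printed in every line of Tables 3 and 4 to the printed decimal. Besides controls, the array holds 42924 probe sets, and 18416 of them had a log2 value above 7 in at least 2 samples, the definition of an expressed gene in the methods. Each expressed probe set was compared between the groups with limma, a linear model with moderated variances, and called at an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of mean log2 values of at least 1. The array annotation gives 1 gene symbol to 29254 of the 42924 probe sets, several symbols to 439 and none to 13231. For values per gene, the 7900 expressed genes with a symbol were each represented by their probe set with the highest mean over all samples. Arrays have no read depth, and the precision was limited by their number. Median intensity ranged from 77.1 to 80.7 per array, and 15910 to 16315 probe sets per array lay above the minimum. The first principal component held 54.0% of the variance, with the glaucomatous retinas at -81.0 to -7.5 and the control retinas at 30.9 to 47.9. On the second component, with 19.3%, the retina of the 5-year-old Shiba Inu lay at 54.3 and the other glaucomatous retinas between -35.2 and -14.7. Across probe sets, this retina correlated with the other glaucomatous retinas at r = 0.849 to 0.917, while control retinas correlated with each other at r = 0.953 to 0.982. The log2 ratio of 3' to 5' signal of the actin and GAPDH control probe sets, which rises as RNA degrades, was 0.94 ± 0.14 in glaucoma and 1.19 ± 0.22 in the controls (SD, n = 5 each, two-sided exact permutation test, p = 0.056). Of 47 lists of cell type markers and processes, 44 had at least 3 measured genes and were tested with limma's camera, which compares the genes of a list with all other genes at a preset correlation of 0.01 between genes. Of these, 18 lists were higher and 12 lower in glaucoma at an adjusted p under 0.05, and fry, which tests whether the genes of a list move on balance in 1 direction, called 35. With an estimated correlation between genes, camera called 0 lists (14 at an unadjusted p under 0.05), and the smallest adjusted p was 0.14.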

As observed in similar analyses of experimental models of glaucoma [3-7] our analyses indicate significant changes in the transcript levels of a large number of genes. Under the stringent parameters used here (predicted false discovery rate=0.3%) 1,111 probe sets were identified as being differentially expressed between the two groups. Of these, signals from 586 probe sets are significantly reduced in the glaucomatous retina. 

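Genes of neurons were among those with the largest reductions. CHGB, which encodes chromogranin B of neuropeptide secretory granules, had a log2 level of 7.40 ± 1.24 in glaucoma and 12.09 ± 0.33 in the controls (SD, n = 5 each), a difference of -4.69 (SE 0.50, adjusted p = 0.00018 from limma). The differences were -4.03 for the neuronal calcium sensor VSNL1 (SE 0.57, adjusted p = 0.000961), -3.42 for the calmodulin regulator PCP4 (SE 0.29, adjusted p = 7.1e-05) and -3.08 for parvalbumin, PVALB (SE 0.32, adjusted p = 0.000159). The probe set that Table 3 gives to PVALB fell by more (-4.44, 21.7-fold). Calbindin, CALB1, was lower by a log2 difference of -3.52 (SE 0.75, adjusted p = 0.00938), the axonal membrane protein NTNG1 by -3.14 (SE 0.58, adjusted p = 0.0044) and LNP1 by -3.49 (SE 0.47, adjusted p = 0.000737). In all of these genes, every glaucomatous retina lay below every control retina, as the rule for naming genes with the largest differences required. A total of 574 probe sets were lower in glaucoma at least 2-fold. Of all 18416 expressed probe sets, 1479 (8.0%) lay below every control retina in every glaucomatous retina, which chance alone gives for 0.397%. With no minimum on the fold change, 1732 probe sets were lower. Adding the 3' to 5' ratio to the model gave 342 lower probe sets, and CALB1 (adjusted p = 0.12) and NTNG1 (adjusted p = 0.07) did not pass the test.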

Further exclusion of probe sets corresponding to unannotated genes results in 362 probe sets representing 275 unique genes (Table 3). In addition, 525 probe sets are detected at increased transcript levels in the glaucomatous retina. Of these, 486 probe sets remain after removal of unannotated genes, representing 303 unique genes (Table 4).

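Probe sets of synaptic, ganglion cell and other neuronal classes were lower in glaucoma. The paper chose the classes of Table 3 on the same samples, so their direction is not independent evidence. Of the synaptic class in Table 3, 21 of 21 probe sets were lower (median log2 difference -1.89, adjusted p under 0.05 from limma), as were 19 of 20 of the class of retinal ganglion cell (RGC) genes (median -1.83). Among the smaller classes, 14 of 14 probe sets of neuronal development (median -2.05), 10 of 10 of G-protein coupled receptor signaling (median -1.73) and 8 of 8 of calcium binding (median -1.68) were lower. In the phototransduction class 3 of 4 probe sets passed the test, with a median of -2.23. Of the 574 lower probe sets, 330 carried exactly 1 gene symbol. They gave 249 genes with any lower probe set, and 214 genes when each gene was represented by its probe set with the highest mean. The latter count was 128 with the 3' to 5' ratio in the model, 683 with no minimum on the fold change, and 37 when limma tested against a 2-fold change.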

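Complement C3, the convergence point of the complement pathways, had the largest increase of all genes, from a log2 level of 9.09 ± 0.66 in the controls to 13.70 ± 0.32 in glaucoma (SD, n = 5 each), a difference of 4.62 (SE 0.29, adjusted p = 1.78e-05 from limma). SPP1, which encodes the secreted phosphoprotein osteopontin, rose by a log2 difference of 3.95 (SE 0.58, adjusted p = 0.0012), and CHI3L1, a chitinase-like glycoprotein secreted by macrophages and reactive glia, by 3.70 (SE 0.43, adjusted p = 0.000262). The water channel AQP1 rose by 3.64 (SE 0.35, adjusted p = 0.000106) and BPI, an antibacterial protein that binds lipopolysaccharide, by 3.28 (SE 0.33, adjusted p = 0.000134). For the phosphodiesterase SMPDL3A the difference was 3.37 (SE 0.29, adjusted p = 7.1e-05) and for MAL, a membrane protein of myelin, 3.30 (SE 0.35, adjusted p = 0.00019). In each of these genes, no glaucomatous retina overlapped with a control retina, which the rule for naming them required. Signals from 544 probe sets were elevated at least 2-fold. In 1256 expressed probe sets (6.8%), whatever their fold change, every glaucomatous retina lay above every control retina, compared to the 0.397% that chance gives. Without a minimum on the fold change, the count was 1396. It fell to 297 with the 3' to 5' ratio in the model and to 91 when limma tested against a 2-fold change, and it was 826 with the ages of Table 1 in the model.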

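Among the classes of Table 4, antigen processing and presentation was elevated in 13 of 13 probe sets (median log2 difference 2.30, adjusted p under 0.05 from limma) and protein degradation in 13 of 13 (median 1.44). The complement class was elevated in 13 of its 13 expressed probe sets (median 1.86), apoptosis in 15 of 17 (median 1.41) and the class of T and B cell proteins in 11 of its 11 expressed probe sets (median 1.46). Chemokine ligands and receptors passed the test in 4 of 5 probe sets (median 1.63) and extracellular matrix constituents in 8 of 8 (median 1.22). The paper chose these classes on the same samples, so they are not independent evidence of direction. Exactly 1 gene symbol was carried by 431 of the elevated probe sets. They represented 285 genes with any elevated probe set, or 258 genes by the probe set with the highest mean. In a model with the 3' to 5' ratio the second count was 139, without a minimum on the fold change it was 635, and tested against a 2-fold change it was 45.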

**Table 3:** Selected genes detected at decreased levels in the glaucomatous canine retina.

**Probe Set ID**	**Gene**	**Annotation**	**Glau_avg**	**Cont_avg**	**Fold Change**	**q-value(%)**
**RGC genes**						
CfaAff × 0.30898.1.S1_at	CALB2	“calbindin 2, (calretinin)”	7.4	9.5	3.8	0
CfaAff × 0.29820.1.S1_s_at	CIRBP	cold inducible RNA binding protein	9.0	10.3	2.3	0
CfaAff × 0.27495.1.S1_at	CPLX3	complexin 3	9.1	10.5	2.3	0
Cfa.12330.1.A1_s_at	EBF1	early B-cell factor 1	5.1	7.2	4.3	0
Cfa.9181.1.A1_at	ELAVL2	“ELAV (embryonic lethal, abnormal vision)-like 2”	6.7	9.2	4.6	0
Cfa.19294.1.S1_s_at	ELAVL4	“ELAV (embryonic lethal, abnormal vision)-like 4”	6.1	9.2	6.3	0
*Cfa.299.1.A1_at	FABP3*	“fatty acid binding protein 3, muscle and heart”	7.6	9.4	2.9	0
Cfa.1153.1.A1_at	FKBP1B	“FK506 binding protein 1B, 12.6 kDa”	8.3	10.2	3.5	0
*Cfa.5865.1.A1_at	KIF5A*	kinesin family member 5A	6.7	8.5	2.8	0
Cfa.10948.1.S1_at	LOC610447	Visinin-like protein 1 (VILIP)	7.5	11.5	9.9	0
*CfaAff × 0.19019.1.S1_s_at	NEFH*	“neurofilament, heavy polypeptide 200kDa”	6.6	7.9	2.3	0
Cfa.10952.1.A1_s_at	NEFL	“neurofilament, light polypeptide 68kDa”	8.6	12.6	9.3	0
*Cfa.10905.1.A1_at	NEFM*	“neurofilament, medium polypeptide 150kDa”	8.8	12.9	10.3	0
*Cfa.11184.1.A1_s_at	NELL2*	NEL-like 2 (chicken)	6.9	8.8	3.7	0
Cfa.9043.1.A1_at	NRG1	neuregulin 1	6.3	7.4	2.2	0
CfaAff × 0.14934.1.S1_at	NRN1	neuritin 1	6.6	9.2	5.5	0
Cfa.12391.1.A1_s_at	RBPMS	RNA binding protein with multiple splicing	6.8	7.7	2.0	0
*CfaAff × 0.11569.1.S1_s_at	SCN1B*	“sodium channel, voltage-gated, type I, beta”	6.0	7.4	2.7	0
*CfaAff × 0.13307.1.S1_s_at	STMN2*	stathmin-like 2	8.9	10.4	3.1	0
*Cfa.4489.1.S1_at	UCHL1*	ubiquitin carboxyl-terminal esterase L1	11.4	12.7	2.6	0
**Synapse and Synaptic Transmission**						
*CfaAff × 0.21696.1.S1_at	ACHE*	acetylcholinesterase	6.0	7.4	2.4	0
CfaAff × 0.11508.1.S1_s_at	CADPS	Ca^2+^dependent secretion activator	8.6	10.4	3.3	0
CfaAff × 0.18352.1.S1_s_at	CPNE6	copine VI (neuronal)	6.8	7.9	2.1	0
Cfa.9427.1.A1_at	CRH	corticotropin releasing hormone	6.5	8.6	3.8	0
Cfa.21295.1.S1_s_at	DRD1IP	dopamine receptor D1 interacting protein	7.3	9.5	4.6	0
CfaAff × 0.4606.1.S1_at	GABBR2	“gamma-aminobutyric acid (GABA) B receptor, 2”	6.4	7.5	2.1	0
CfaAff × 0.26365.1.S1_at	GABRA1	“gamma-aminobutyric acid (GABA) A receptor, alpha 1”	5.4	7.7	4.3	0
*Cfa.11206.1.A1_at	GABRB3*	“gamma-aminobutyric acid (GABA) A receptor, beta 3”	6.8	9.5	5.4	0
CfaAff × 0.26360.1.S1_s_at	GABRG2	“gamma-aminobutyric acid (GABA) A receptor, gamma 2”	6.3	8.4	4.1	0
CfaAff × 0.5585.1.S1_s_at	GABRR1	“gamma-aminobutyric acid (GABA) receptor, rho 1”	6.3	8.8	5.2	0
*Cfa.1206.2.A1_s_at	GAD1*	“glutamate decarboxylase 1 (brain, 67kDa)”	5.7	8.1	4.4	0
*CfaAff × 0.13687.1.S1_at	GRIA2*	“glutamate receptor, ionotropic, AMPA 2”	7.4	9.1	3.4	0
CfaAff × 0.22871.1.S1_at	GRIA4	“glutamate receptor, ionotrophic, AMPA 4”	6.2	7.6	2.5	0
CfaAff × 0.3513.1.S1_at	GRM8	“glutamate receptor, metabotropic 8”	5.2	7.8	5.5	0
CfaAff × 0.4263.1.S1_s_at	ICA1	“islet cell autoantigen 1, 69kDa”	6.1	7.6	2.7	0
Cfa.9545.1.A1_at	NOVA1	neuro-oncological ventral antigen 1	7.0	8.2	2.3	0
CfaAff × 0.28644.1.S1_at	RAB33A	“RAB33A, member RAS oncogene family”	7.1	8.2	2.1	0
CfaAff × 0.11242.1.S1_s_at	SYNPR	synaptoporin	6.0	8.2	4.1	0
CfaAff × 0.18684.1.S1_s_at	SYT14	synaptotagmin XIV	6.5	7.8	2.6	0
CfaAff × 0.27070.1.S1_at	SYT4	synaptotagmin IV	5.5	7.3	3.7	0
Cfa.4050.1.A1_a_at	TAC1	“tachykinin, precursor 1”	6.1	8.2	3.4	0
**Phototransduction**						
CfaAff × 0.25681.1.S1_at	ARR3	“arrestin 3, retinal (X-arrestin)”	10.3	12.9	2.1	0
Cfa.3480.1.A1_s_at	GNGT2	“guanine nucleotide binding protein, gamma”	10.3	12.3	2.4	0.064323389
CfaAff × 0.3367.1.S1_at	OPN1SW	“opsin 1, short-wave-sensitive”	7.6	10.6	3.5	0.064323389
CfaAff × 0.12695.1.S1_s_at	PDE6C	cGMP-specific phosphodiesterase 6C	7.1	8.6	2.0	0.064323389
**Synucleins**						
*CfaAff × 0.15497.1.S1_s_at	SNCA*	“synuclein, alpha “	5.8	7.4	2.9	0
*CfaAff × 0.25469.1.S1_s_at	SNCB*	“synuclein, beta”	7.1	8.5	2.3	0
CfaAff × 0.24686.1.S1_at	SNCG	“synuclein, gamma”	5.9	8.5	5.1	0
**Growth Factors**						
Cfa.19396.1.S1_s_at	FGF12	fibroblast growth factor 12	5.5	7.0	2.9	0
*CfaAff × 0.9858.1.S1_s_at	FGF14*	fibroblast growth factor 14	6.8	8.0	2.2	0
*Cfa.3888.1.S1_at	IGF1*	insulin-like growth factor 1 (somatomedin C)	4.8	6.5	3.5	0
CfaAff × 0.2203.1.S1_at	IL5	“interleukin 5 (colony-stimulating factor, eosinophil)”	5.0	7.2	4.4	0
*Cfa.4064.1.A1_at	PTN*	pleiotrophin (neurite growth-promoting factor 1)	6.4	8.4	4.5	0
**Cell Adhesion**						
CfaAff × 0.14553.1.S1_at	AMIGO2	adhesion molecule with Ig-like domain 2	6.4	8.1	3.2	0
CfaAff × 0.29067.1.S1_at	CDH12	“cadherin 12, type 2 (N-cadherin 2)”	6.1	7.7	2.9	0
CfaAff × 0.29091.1.S1_at	CDH18	“cadherin 18, type 2”	5.6	7.4	3.4	0
CfaAff × 0.1039.1.S1_at	CDH7	“cadherin 7, type 2”	7.4	8.6	2.4	0
Cfa.9512.1.A1_at	CTNNA2	“catenin (cadherin-associated protein), alpha 2”	7.3	8.8	3.1	0
Cfa.3718.1.S1_s_at	DSC2	desmocollin 2	6.1	7.4	3.0	0
CfaAff × 0.13441.1.S1_s_at	EDIL3	EGF-like repeats and discoidin I-like domains 3	5.6	7.3	2.7	0
Cfa.2219.1.A1_at	ITGA6	“integrin, alpha 6”	7.5	8.3	2.2	0
*CfaAff × 0.8342.1.S1_at	PCDH9*	protocadherin 9	6.4	7.7	2.5	0
Cfa.9146.1.A1_at	PCDHAC2	“protocadherin alpha subfamily C, 2”	7.0	8.8	3.3	0
Cfa.9467.1.A1_at	RELN	reelin	8.4	9.6	2.5	0
**Calcium Binding**						
*Cfa.7840.1.A1_at	CABP5*	calcium binding protein 5	8.6	11.2	4.7	0
*CfaAff × 0.14235.1.S1_s_at	CALB1*	“calbindin 1, 28kDa”	6.3	10.0	6.8	0
Cfa.4168.2.S1_s_at	CALM1	“calmodulin 1 (phosphorylase kinase, delta)”	10.2	11.2	2.4	0
Cfa.20415.1.S1_at	HPCA	hippocalcin	7.4	8.9	2.6	0
Cfa.10160.1.S1_at	PPP3CA	“protein phosphatase 3, catalytic subunit, alpha isoform”	9.3	10.2	2.1	0
Cfa.10339.1.S1_at	PPP3R1	“protein phosphatase 3, regulatory subunit B, alpha isoform”	8.3	9.5	2.4	0
Cfa.10159.1.S1_at	PRKCB1	“protein kinase C, beta 1”	8.0	9.8	4.3	0
*Cfa.20981.1.S1_s_at	PVALB*	parvalbumin	7.7	12.1	12.0	0
**Calcium Channels**						
*Cfa.1728.1.A1_s_at	CACNA2D3*	“Ca channel, voltage-dependent, alpha 2/delta 3 subunit”	6.3	8.5	4.2	0
Cfa.1210.1.S1_at	CACNB3	“Ca channel, voltage-dependent, beta 3 subunit”	7.2	8.3	2.6	0
Cfa.269.1.A1_at	RYR2	ryanodine receptor 2	5.3	7.0	3.2	0
CfaAff × 0.7090.1.S1_s_at	TRPC3	“transient receptor potential cation channel, subfamily C, member 3”	5.5	7.6	4.4	0
*CfaAff × 0.16161.1.S1_s_at	TRPM1*	“transient receptor potential cation channel, subfamily M, member 1”	8.0	9.8	4.6	0
**Neuronal Development**						
*Cfa.9271.1.A1_at	CA10*	carbonic anhydrase X	7.3	10.0	6.1	0
Cfa.10284.1.S1_s_at	CRMP1	collapsin response mediator protein 1	6.1	7.1	2.1	0
CfaAff × 0.16492.1.S1_at	DNER	delta/notch-like EGF repeat containing	8.8	9.7	2.0	0
Cfa.19360.1.S1_s_at	GNAO1	“guanine nucleotide binding protein (G protein), alpha activating activity polypeptide O”	8.9	10.8	3.8	0
Cfa.7236.1.A1_s_at	NRXN1	neurexin 1	7.1	9.4	4.2	0
*Cfa.10306.1.S1_at	OLFM1*	olfactomedin 1	8.6	10.0	2.5	0
CfaAff × 0.30602.1.S1_at	OLFM3	olfactomedin 3	5.8	7.1	2.9	0
*Cfa.9934.1.A1_at	PCP4*	Purkinje cell protein 4	9.6	13.0	8.9	0
Cfa.15689.1.A1_at	PHYH	phytanoyl-CoA 2-hydroxylase	7.1	9.2	4.3	0
CfaAff × 0.12766.1.S1_at	ROBO2	“roundabout, axon guidance receptor, homolog 2”	5.8	7.8	4.2	0
*CfaAff × 0.22493.1.S1_s_at	SERPINI1*	“serpin peptidase inhibitor, clade I, member 1”	10.0	11.8	3.0	0
*Cfa.10644.1.A1_at	SH3GL3*	SH3-domain GRB2-like 3	6.8	9.0	5.2	0
*Cfa.1224.1.S1_at	TAGLN3*	transgelin 3	9.2	11.9	4.9	0
Cfa.174.1.S1_s_at	TFAP2B	transcription factor AP-2 beta	6.9	9.6	4.4	0
**Transcription Factors**						
CfaAff × 0.12012.1.S1_at	GTF2H3	“general transcription factor IIH, polypeptide 3, 34kDa”	5.8	6.8	2.0	0.126704939
CfaAff × 0.28228.1.S1_at	ISL1	ISL LIM homeobox 1	6.2	7.6	2.9	0
CfaAff × 0.5793.1.S1_s_at	MYT1L	myelin transcription factor 1-like	5.5	6.8	2.4	0
CfaAff × 0.25541.1.S1_s_at	RORA	RAR-related orphan receptor A	5.6	6.8	2.1	0.064323389
Cfa.5127.1.A1_s_at	RUNX1T1	runt-related transcription factor 1	6.6	8.1	2.8	0
*CfaAff × 0.20645.1.S1_at	RXRG*	“retinoid X receptor, gamma”	7.0	8.1	2.0	0
**G-protein coupled receptor protein signaling**						
Cfa.11087.1.A1_s_at	BAI3	brain-specific angiogenesis inhibitor 3	7.2	8.9	3.3	0
*CfaAff × 0.8825.1.S1_s_at	CCK*	cholecystokinin	5.4	7.2	2.7	0.126704939
Cfa.3870.1.A1_at	GAL	galanin prepropeptide	5.6	8.0	5.5	0
*Cfa.3177.1.S1_at	GNAI1*	“guanine nucleotide binding protein (G protein), alpha inhibiting activity polypeptide 1”	9.8	11.2	2.8	0
*Cfa.10270.2.A1_at	GNG3*	“guanine nucleotide binding protein (G protein), gamma 3”	7.5	9.5	3.6	0
CfaAff × 0.5919.1.S1_at	GPR85	G protein-coupled receptor 85	7.0	9.0	4.2	0
CfaAff × 0.4269.1.S1_at	NXPH1	neurexophilin 1	6.2	8.9	5.4	0
*Cfa.9688.1.A1_at	NXPH2*	neurexophilin 2	5.8	7.2	2.6	0
Cfa.1416.1.A1_at	PENK	proenkephalin	5.7	7.4	3.2	0
Cfa.11233.1.A1_at	SSTR2	somatostatin receptor 2	5.9	7.0	2.3	0.064323389
**Cytoskeleton**						
CfaAff × 0.5843.1.S1_s_at	ELMO1	engulfment and cell motility 1	6.8	8.8	5.0	0
Cfa.6416.1.A1_at	SGCG	“sarcoglycan, gamma”	6.0	7.0	2.1	0
*Cfa.11292.1.A1_at	TMOD1*	tropomodulin 1	6.9	8.8	3.0	0
*Cfa.10164.1.S1_at	TUBA4A*	“tubulin, alpha 4a”	7.1	9.8	4.9	0
*Cfa.11276.1.S1_s_at	TUBB2A*	“tubulin, beta 2A”	11.1	12.9	3.3	0

Asterisks indicate that elevated decreased levels for this gene were detected by more than one probe set. Expression levels and fold change values are given as log^2^ units.

**Table 4:** Selected genes detected at increased levels in the glaucomatous canine retina.

**Probe Set ID**	**Gene**	**Annotation**	**Glau_avg**	**Cont_avg**	**Fold change**	**q-value (%)**
**Complement components**						
*Cfa.1379.1.S1_at	C1QA*	“complement component 1, q subcomponent, A chain”	11.8	9.6	4.3	0
Cfa.16857.1.S1_at	C1QB	“complement component 1, q subcomponent, B chain”	10.9	8.1	5.5	0
*Cfa.10921.1.S1_at	C1QC*	“complement component 1, q subcomponent, C chain”	11.4	8.0	9.3	0
*Cfa.21168.1.S1_s_at	C1R*	“complement component 1, r subcomponent”	8.0	6.3	2.9	0
*Cfa.10821.1.A1_s_at	C1S*	“complement component 1, s subcomponent”	12.3	10.5	3.5	0
*Cfa.12240.1.A1_at	C3*	complement component 3	13.7	9.1	21.8	0
CfaAff × 0.21480.1.S1_at	C3AR1*	complement component 3a receptor 1	6.9	5.6	2.0	0
*Cfa.14267.1.S1_at	CFB*	complement factor B	11.0	9.3	2.9	0
*Cfa.14495.2.S1_at	CFI*	complement factor I	10.6	8.8	3.2	0
*Cfa.21548.1.S1_s_at	LOC481722*	similar to Complement C4 precursor	8.6	6.3	4.7	0
*Cfa.3117.1.S1_at	SERPING1*	“serpin peptidase inhibitor, clade G (C1 inhibitor)”	12.5	10.3	4.2	0
CfaAff × 0.24815.1.S1_at	TLR1	toll-like receptor 1	7.7	6.5	2.5	0.181332902
CfaAff × 0.11983.1.S1_at	TLR3	toll-like receptor 3	7.9	6.4	2.2	0.181332902
CfaAff × 0.18172.1.S1_at	TLR7	Toll-like receptor 7	7.1	5.8	2.4	0
**Acute Phase Proteins**						
CfaAff × 0.23392.1.S1_x_at	SAA	serum amyloid A protein	7.2	5.8	3.8	0
*Cfa.3173.2.A1_a_at	SAA1*	serum amyloid A1	7.9	4.8	20.1	0
*Cfa.3173.2.A1_a_at	SAA2*	serum amyloid A2	7.9	4.8	20.1	0
Cfa.5989.1.A1_s_at	SERPINA1	“serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 1”	7.9	6.5	2.2	0
*Cfa.14503.1.A1_at	SERPINA3*	“serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 3”	9.7	7.2	5.7	0
*Cfa.5199.1.A1_at	STAT3*	signal transducer and activator of transcription 3	9.6	8.3	2.4	0
**Apoptosis**						
CfaAff × 0.7867.1.S1_s_at	APOE	apolipoprotein E	11.8	9.5	4.4	0
Cfa.110.1.S1_s_at	BCL2	B-cell CLL/lymphoma 2	9.1	7.7	2.6	0
*Cfa.21056.1.S1_at	BCL2A1*	BCL2-related protein A1	8.3	6.2	5.4	0
Cfa.3589.1.S1_s_at	CASP4	“caspase 4, apoptosis-related cysteine peptidase”	8.4	6.3	3.7	0
Cfa.3851.1.S1_s_at	CCL2	chemokine (C-C motif) ligand 2	7.8	6.2	4.7	0
CfaAff × 0.29633.1.S1_s_at	GADD45B	“growth arrest and DNA-damage-inducible, beta”	9.1	7.3	3.2	0
CfaAff × 0.16351.1.S1_s_at	IFIH1	interferon induced with helicase C domain 1	7.9	6.7	2.3	0
Cfa.40.1.S1_s_at	IL18	interleukin 18 (interferon-gamma-inducing factor)	6.9	5.5	2.5	0
Cfa.13715.1.A1_at	LOC479458	similar to caspase 12 (mouse)	7.0	4.8	4.4	0
CfaAff × 0.15920.1.S1_s_at	MX1	“myxovirus (influenza virus) resistance 1, interferon-inducible protein p78 (mouse)”	11.0	9.7	2.2	0
CfaAff × 0.23506.1.S1_at	NTF3	neurotrophin 3	7.2	5.9	3.3	0
*Cfa.9240.1.S1_at	SPP1*	secreted phosphoprotein 1 (osteopontin)	9.7	6.3	9.2	0
*Cfa.18084.1.S1_s_at	STAT1*	signal transducer and activator of transcription 1	7.8	6.2	3.0	0
Cfa.18359.1.S1_at	STK17B	serine/threonine kinase 17b	7.9	6.9	2.2	0
*CfaAff × 0.12369.1.S1_s_at	SULF1*	sulfatase 1	8.8	7.5	2.1	0
Cfa.6225.1.A1_at	TNFRSF14	“tumor necrosis factor receptor superfamily, member 14”	8.3	7.1	2.2	0
CfaAff × 0.23380.1.S1_s_at	TNFRSF1A	“tumor necrosis factor receptor superfamily, member 1A”	7.4	6.3	2.1	0
**Protein degradation**						
*CfaAff × 0.14173.1.S1_s_at	CTSC*	cathepsin C	11.4	8.2	7.9	0
*Cfa.2521.1.S1_at	CTSH*	cathepsin H	12.0	10.0	3.5	0
*Cfa.1661.1.S1_at	CTSS*	cathepsin S	11.5	9.1	4.6	0
CfaAff × 0.18934.1.S1_at	CTSZ	cathepsin Z	8.3	6.9	2.4	0
Cfa.4392.1.S1_at	DNASE2	“deoxyribonuclease II, lysosomal”	9.8	8.5	2.2	0
Cfa.10080.1.A1_at	LAMP2	lysosomal-associated membrane protein 2	9.8	8.5	2.0	0.181332902
*Cfa.9004.1.S1_at	LAPTM5*	lysosomal associated multispanning membrane protein 5	10.4	8.3	3.9	0
*Cfa.11935.1.A1_at	LGMN*	legumain	9.1	8.1	2.1	0
*Cfa.797.1.S1_at	LGALS3	“lectin, galactoside-binding, soluble, 3”	11.9	10.5	2.4	0
CfaAff × 0.9252.1.S1_at	LGALS3BP	“lectin, galactoside-binding, soluble, 3 binding protein”	7.9	6.7	2.3	0
*Cfa.15305.1.S1_at	LYZ*	lysozyme	10.5	7.9	5.2	0
CfaAff × 0.7537.1.S1_at	PRSS23	“protease, serine, 23”	9.3	8.1	2.1	0
*Cfa.12298.1.A1_a_at	PSMB8*	“proteasome subunit, beta type, 8”	8.9	7.2	3.6	0
**Antigen processing/presentation**						
CfaAff × 0.21053.1.S1_s_at	B2M	beta-2-microglobulin	13.1	11.9	2.2	0
*Cfa.20996.1.S1_at	DLA-12*	MHC class I DLA-12	12.2	10.3	3.7	0
CfaAff × 0.1704.1.S1_s_at	DLA-64	MHC class I DLA-64	8.7	6.2	5.6	0
*Cfa.14528.1.A1_at	DLA-79*	MHC class Ib	10.2	8.3	3.8	0
*Cfa.280.1.S1_s_at	dla88*	MHC class I DLA-88	13.6	12.2	2.6	0
*Cfa.182.1.S1_s_at	DLA-DQA1*	“major histocompatibility complex, class II, DQ alpha 1”	7.7	5.4	5.1	0
CfaAff × 0.2152.1.S1_s_at	DLA-DQB1	“major histocompatibility complex, class II, DQ beta 1”	10.4	7.3	9.0	0
*Cfa.6456.1.S1_at	DLA-DRA1*	MHC class II DR alpha chain	12.0	9.3	6.2	0
Cfa.181.1.S1_at	DLA-DRB1	MHC class II DLA DRB1 beta chain	12.3	9.5	6.1	0
Cfa.173.1.A1_s_at	FCGR1A	“Fc fragment of IgG, high affinity Ia, receptor (CD64)”	8.9	6.6	4.5	0
*Cfa.21258.1.S1_at	FCGR3A*	“Fc fragment of IgG, low affinity IIIa, receptor (CD16a)”	8.0	5.2	6.9	0
*Cfa.17806.1.S1_at	FCGRT*	“Fc fragment of IgG, receptor, transporter, alpha”	9.9	8.7	2.3	0
*Cfa.18297.1.S1_at	HLA-DMA*	“major histocompatibility complex, class II, DM alpha”	9.2	7.2	3.9	0
**Inflammation**						
CfaAff × 0.11797.1.S1_s_at	ACOX2	“acyl-Coenzyme A oxidase 2, branched chain”	8.7	7.0	2.7	0
Cfa.14366.1.S1_s_at	AIF1	allograft inflammatory factor 1	8.6	7.3	2.4	0
*Cfa.10210.1.S1_at	ALOX5AP*	arachidonate 5-lipoxygenase-activating protein	9.7	8.1	2.8	0
*Cfa.19174.1.S1_s_at	CD163*	CD163 molecule	6.4	5.0	2.2	0
*Cfa.6017.1.S1_at	CYBB*	“cytochrome b-245, beta polypeptide”	8.4	6.0	5.3	0
Cfa.3634.1.S1_at	ITGB2	“integrin, beta 2 (complement component 3 receptor 3 and 4 subunit)”	8.1	6.8	2.2	0
Cfa.12422.1.A1_at	MGST2	microsomal glutathione S-transferase 2	6.5	5.3	2.5	0
CfaAff × 0.9427.1.S1_at	TNFAIP6	“tumor necrosis factor, alpha-induced protein 6”	10.5	9.0	2.8	0
*CfaAff × 0.3283.1.S1_s_at	TREM2*	triggering receptor expressed on myeloid cells 2	7.8	6.4	2.8	0
**T and B cell proteins**						
*Cfa.14560.1.S1_at	CD48*	CD48 molecule	7.8	5.9	4.0	0
Cfa.3629.2.S1_s_at	CD86	CD86 molecule	9.9	8.0	3.8	0
Cfa.12433.1.A1_at	CD99	CD99 molecule	10.2	8.9	2.0	0
CfaAff × 0.20171.1.S1_s_at	FCRLA	Fc receptor-like A	8.5	5.3	8.4	0
CfaAff × 0.11449.1.S1_at	ID1	inhibitor of DNA binding 1	8.9	7.9	2.1	0
*Cfa.64.1.S1_at	ID3*	inhibitor of DNA binding 3	10.3	8.7	2.9	0
Cfa.4556.2.S1_s_at	IGHAC	IgA heavy chain constant region	7.1	5.6	3.7	0.181332902
Cfa.4556.3.A1_s_at	LOC607467	Ig heavy chain V-III region VH26 precursor	7.9	5.8	5.7	0.181332902
Cfa.15473.1.A1_at	LY86	lymphocyte antigen 86	7.8	6.6	2.0	0
*Cfa.19790.1.S1_at	NFAT5*	“nuclear factor of activated T-cells 5, tonicity-responsive”	9.3	8.2	2.1	0
Cfa.17809.1.S1_s_at	PTPRC	“protein tyrosine phosphatase, receptor type, C”	6.3	5.0	2.4	0
Cfa.11351.1.A1_at	TCIRG1	“T-cell, immune regulator 1, ATPase, H+ transporting, lysosomal V0 subunit A3”	8.7	7.5	2.2	0
**Growth Factors, growth factor binding proteins, and their receptors**						
*Cfa.17361.1.S1_s_at	CSF1R*	colony stimulating factor 1 receptor	9.6	6.4	11.1	0
CfaAff × 0.9754.1.S1_s_at	LTBP1	latent transforming growth factor beta binding protein 1	7.3	5.9	2.5	0
Cfa.18699.1.S1_s_at	LTBP3	latent transforming growth factor beta binding protein 3	8.5	7.3	2.2	0
Cfa.10765.1.S1_s_at	PDGFRA	“platelet-derived growth factor receptor, alpha polypeptide”	8.4	7.3	2.2	0
CfaAff × 0.2176.1.S1_at	TNFRSF11B	“tumor necrosis factor receptor superfamily, member 11b”	8.0	6.4	2.3	0
**Chemokine ligands and receptors**						
CfaAff × 0.21302.1.S1_s_at	CCR5	chemokine (C-C motif) receptor 5	7.4	5.9	3.4	0.181332902
*Cfa.16590.1.S1_s_at	CXCL10*	chemokine (C-X-C motif) ligand 10	6.9	4.7	9.5	0.181332902
*Cfa.20779.1.S1_at	CXCL12*	chemokine (C-X-C motif) ligand 12	8.5	7.1	4.0	0
CfaAff × 0.24352.1.S1_at	CXCL16	chemokine (C-X-C motif) ligand 16	8.0	5.9	4.7	0
Cfa.14516.1.S1_at	IL18BP	interleukin 18 binding protein	9.4	7.8	3.4	0
**Extracellular Matrix Constituents**						
Cfa.10374.1.A1_at	COL12A1	“collagen, type XII, alpha 1”	6.8	4.8	4.2	0
*Cfa.6936.1.A1_at	COMP*	cartilage oligomeric matrix protein	7.7	6.6	2.5	0
*Cfa.15083.1.S1_at	EFEMP1*	fibulin 3	8.7	7.6	2.0	0
*Cfa.4189.1.A1_at	EFEMP2*	fibulin 4	11.4	10.2	2.2	0
*Cfa.19661.1.S1_s_at	FBLN5*	fibulin 5	8.0	6.5	2.2	0
*Cfa.5998.1.A1_x_at	FGG*	fibrinogen gamma chain	8.0	6.7	3.4	0
CfaAff × 0.1090.1.S1_at	MMP19	matrix metallopeptidase 19	7.1	5.6	2.3	0
Cfa.19828.1.S1_at	LOC475881	Neuronal cell adhesion molecule precursor (Nr-CAM)	9.5	8.5	2.0	0
**Misc. Molecules**						
CfaAff × 0.20132.1.S1_at	ACE	angiotensin I converting enzyme 1	9.7	7.4	4.7	0
Cfa.3982.1.A1_at	AGT	angiotensinogen	8.0	6.6	3.2	0
*Cfa.2878.1.A1_s_at	CP*	ceruloplasmin (ferroxidase)	11.0	7.6	10.4	0
*Cfa.19821.1.S1_s_at	GFAP*	glial fibrillary acidic protein	7.0	5.2	3.3	0
CfaAff × 0.9311.1.S1_s_at	GMFG	“glia maturation factor, gamma”	9.2	7.9	2.5	0
Cfa.19828.1.S1_at	LOC475881	similar to Neuronal cell adhesion molecule precursor (Nr-CAM)	9.5	8.5	2.0	0
*Cfa.10277.1.S1_at	S100A1*	S100 calcium binding protein A1	10.9	9.6	2.3	0

Asterisks indicate that elevated levels for this gene were detected by more than one probe set. Expression levels and fold change values are given as log^2^ units.

Interestingly a plot of the average detected gene expression changes versus the p-value associated with each measurement reveals a marked asymmetry between transcripts with reduced expression and those with elevated expression (Figure 2). While transcripts detected at lower levels in the glaucomatous retina show a good correlation between the degree of expression change and associated p-value, genes with higher average expression in glaucoma are frequently associated with non-significant p-values. This is true even for genes with comparatively large changes in average expression levels. These higher p-values are typically the result of a large standard deviation between the values in the glaucoma group. These data indicate that the factors causing lower gene expression are largely similar between the individuals evaluated, whereas glaucomatous events resulting in elevated transcript levels are much less uniform.

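CCL2, a chemokine that attracts monocytes, is an example of a large increase with a wide spread, with a log2 level of 7.80 ± 1.38 in glaucoma and 6.24 ± 0.28 in the controls (SD, n = 5 each) and a difference of 1.56 that did not pass the test (adjusted p = 0.0729 from limma). VAMP2, which encodes a membrane protein of synaptic vesicles, had a similarly wide spread on the side of the reductions, with 10.05 ± 1.06 in glaucoma and 11.18 ± 0.21 in the controls (SD, n = 5 each, difference -1.12, adjusted p = 0.0909). Of all expressed probe sets, 682 were at least 2-fold higher in glaucoma by their mean log2 values, and 79.8% of these passed the test, compared to 85.3% of the 673 that were at least 2-fold lower. Of the probe sets that were at least 4-fold higher, 122 of 134 (91.0%) passed, and of those at least 4-fold lower, 158 of 165 (95.8%). In the test named in the legend of Figure 2, at p under 0.01, 70.8% of the 2-fold higher and 76.5% of the 2-fold lower probe sets passed. The median SD among the glaucomatous retinas was 0.65 for the higher and 0.63 for the lower probe sets, a difference of 0.03, and among the control retinas 0.29 and 0.24. Probe sets that failed the test had a median glaucoma SD of 1.25 in both directions, and those that passed 0.59 when higher and 0.56 when lower. A large SD is itself part of what makes a 2-fold probe set fail, so these values do not compare the spread of the directions. The retina of the 5-year-old Shiba Inu was the one farthest from the glaucoma mean in 73.2% of the 138 higher and 67.7% of the 99 lower probe sets that failed. The difference in median SD was below 0 without the 12-year-old Shiba Inu (-0.082), the 7-year-old Basset Hound (-0.008) or both Shiba Inus (-0.058), with a log2 value above 7 required in at least 5 samples (-0.053) and with age in the model (-0.080 by Table 1 and -0.056 by the labels). It was 0.106 without the Basset Hounds, 0.091 without the 5-year-old Basset Hound and 0.076 without the Dalmatian. With no expression filter it was 0.077, and with array weights 0.068. The SDs were taken over dogs in each case. Age and array weights changed only which probe sets counted as 2-fold, so no spread was adjusted for age. With age the order of the shares was the opposite, with 72.1% of the 2-fold higher and 61.2% of the lower probe sets past the test by Table 1 and 67.0% and 60.2% by the labels, and with the 3' to 5' ratio the shares were 51.3% and 61.8%.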

**Figure 2:**
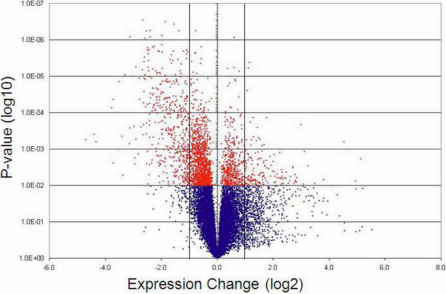
Volcano plot of the gene expression changes in the canine glaucomatous retina. Negative expression changes denote transcripts detected at reduced levels in glaucomatous eyes. This plot also represents all expressed genes, including those with less than twofold expression changes. Vertical bars represent a twofold expression change. Probability values were derived by Student’s *t*-test.

To test the accuracy and reproducibility of the Gene chip data we also sought to confirm the observed gene expression differences between glaucomatous and normal retinas using quantitative PCR. Clearly, verification of all gene changes is impractical and consequently only a subset of genes was selected. In the selection of these genes we avoided those with already well described glaucoma related expression changes, such as *GFAP* and complement components [8-12], and focused instead on less well characterized genes (Figure 3). Our RT–PCR data indicate that expression levels vary considerably among the nine affected animals evaluated for this part of the study. However, statistically significantly elevated (p<0.05 by *t*-test) levels of colony stimulating factor 1 receptor (*CSF1R*), glia maturation factor gamma (*GMFG*), neuronal cell adhesion molecule (*NRCAM*), neurotrophin 3 (*NTF3*), Calgizzarin (*S100A1*), TNF receptor 1 (*TNFRSF1A*) and TNF receptor 14 (*TNFRSF14*) were confirmed.

**Figure 3:**
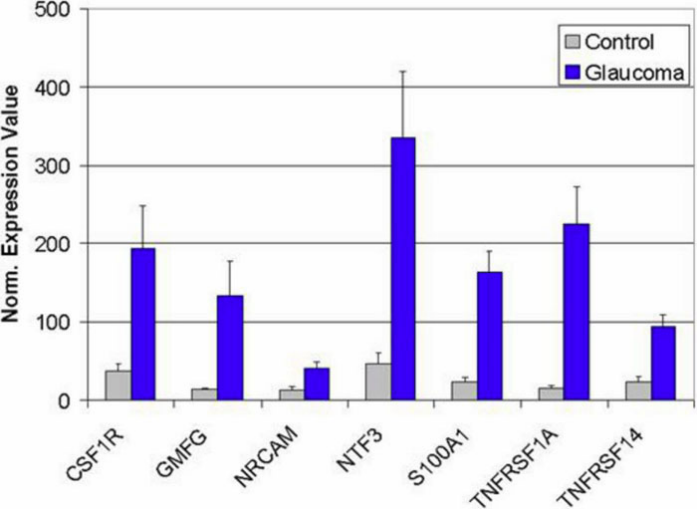
Verification of selected expression changes by quantitative PCR. Elevated expression could be confirmed for colony stimulating factor 1 receptor (*CSF1R*), glia maturation factor gamma (*GMFG*), neuronal cell adhesion molecule (*NRCAM*), neurotrophin3 (*NTR3*), Calgizzarin (*S100A1*), TNF receptor 1 (*TNFRSF1A*), and TNF receptor 14 (*TNFRSF14*). Error bars signify standard error.

### Immunohistochemical evaluation

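Some genes of the TNF pathway rose in the glaucomatous retina, while the gene of TNFR2 did not pass the test. TNFSF10, a death ligand of the TNF family also known as TRAIL, rose by a log2 difference of 2.29 (SE 0.32, adjusted p = 0.000819 from limma). TNFAIP6, a hyaluronan-binding protein induced by TNF, rose by 1.45 (SE 0.24, adjusted p = 0.00239), and the receptor TNFRSF14 by 1.16 (SE 0.24, adjusted p = 0.00724). TNFRSF1B, which encodes TNFR2, had log2 levels of 8.40 ± 0.24 in glaucoma and 8.15 ± 0.19 in the controls (SD, n = 5 each), a difference of 0.25 (adjusted p = 0.232), and its second probe set differed by 0.18 (adjusted p = 0.526). The TNF transcript itself was not analysed here. Of 13 measured genes of the pathway 5 rose, none fell and 8 did not pass the test, and 8 rose when adjusted over the list alone. Their median log2 difference was 0.39 (camera adjusted p = 0.00021, and adjusted p = 0.15 with an estimated correlation). TNFRSF14 did not pass with the 3' to 5' ratio in the model (adjusted p = 0.09).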

Our molecular findings, in accord with previously published studies, suggest that modulation of TNF alpha and its receptors is correlated to the development of glaucoma. Morphometric analyses performed on retinas from of healthy and glaucomatous dogs using anti-TNF antibodies demonstrated increased immunereactivity in the glaucomatous retina (Figure 4A,B). Quantitation of the observed signal demonstrated a significant increase in TNF labeling both in the central and the peripheral retina (Figure 5A).

**Figure 4:**
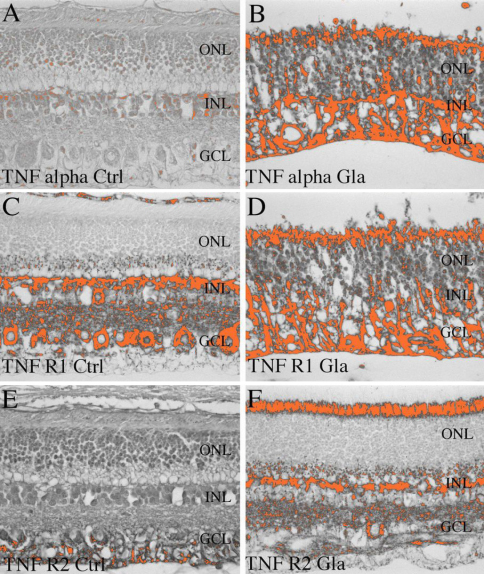
Digitalized images of immunohistochemistry based protein expression, which were used for quantification purposes. Increased TNF alpha expression was detected in glaucomatous eyes (**B**), predominantly in the nerve fiber layer, when compared to the control eyes (**A**). TNF alpha receptor 1 protein expression had similar appearance in control and glaucomatous eyes (**C**, **D**). TNF alpha receptor 2 protein expression was higher in glaucomatous eyes (**F**) when compared to control eyes (**E**).

**Figure 5:**
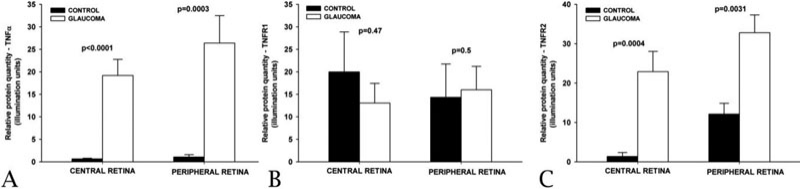
Quantitative analysis of TNF, TNFR1, and TNFR2 expression in the glaucomatous retina. Quantitative analysis of TNFa (**A**), TNF receptor 1 (**B**), and TNF receptor 2 (**C**) immune reactivity in the central and peripheral retina of dogs with and without glaucoma. Statistical analyses reveal significantly higher TNF-alpha (**A**) and TNF-alpha receptor 2 (**C**) expression in glaucomatous eyes, when compared to control eyes. There was no significant difference in TNF alpha receptor 2 expression between control and glaucomatous eyes (**B**).

Similar changes were observed for TNF receptor 2 (TNFR2). Immunoreactivity for this molecule is significantly increased in the peripheral and central retina of glaucomatous eyes when compared to normal eyes (Figure 4E,F and Figure 5C). In contrast, our data suggest that expression levels for TNF receptor 1 (TNFR1) remain unchanged in the glaucomatous retina (Figure 4C,D and Figure 5B). 

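On the arrays, TNFRSF1A had a log2 level of 7.43 ± 0.50 in the glaucomatous and 6.26 ± 0.24 in the control retinas (SD, n = 5 each). This is a 2.26-fold increase, a log2 difference of 1.17 (SE 0.22, adjusted p = 0.00517 from limma), and each glaucomatous retina lay above each control retina. TNFRSF1A was represented by 1 expressed probe set. When the 3' to 5' ratio was in the model the difference was 0.78 and did not pass the test (adjusted p = 0.064).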

The finding that overall TNFR1 immunoreactivity remains relatively unchanged contrasts with our data suggesting elevated mRNA levels of the TNFR1 gene (*TNFRSF1A*) in glaucoma.

The pronounced appearance of MHC class I and inflammation related gene transcripts could be interpreted as indicative of leukocyte infiltration into the canine glaucomatous retina. 

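Of the measured genes of MHC class I presentation 8 of 13 rose in glaucoma, while T cell markers showed small differences. The canine class I gene DLA-64 rose by a log2 difference of 2.53 (SE 0.25, adjusted p = 0.000125 from limma), B2M, the light chain of all class I molecules, by 0.88 (SE 0.15, adjusted p = 0.00285) and the immunoproteasome subunit PSMB8 by 1.70 (SE 0.27, adjusted p = 0.00169), whereas another such subunit, PSMB9, differed by 1.02 (adjusted p = 0.0742). The 2 probe sets with the symbol DLA88, the main class I gene of the dog, went in opposite directions, with 2.32 (SE 0.21, adjusted p = 9.16e-05) for the brighter and -3.53 (SE 1.70, adjusted p = 0.177) for the other, whose SD was 4.30 in glaucoma. The probe set that Table 4 gives to this gene, which has no single symbol in the annotation, rose 2.65-fold (adjusted p = 0.00039). Without the 5-year-old Shiba Inu (-2.33) or the Dalmatian (-2.80) this other probe set had the higher mean and represented DLA88. In the class I list none fell and 5 did not pass the test (10 rose when adjusted over the list alone), with a median of 0.88 (camera adjusted p = 1.9e-07, and adjusted p = 0.14 with an estimated correlation). Among T cell and NK cell markers, CD2, an adhesion molecule of T cells, rose by 0.74 (SE 0.14, adjusted p = 0.00578) and CD3E, a chain of the CD3 complex, by 0.43 (SE 0.12, adjusted p = 0.0357), whereas the difference of CD4 was -0.22 (adjusted p = 0.398). In total 2 of these 5 measured markers rose, none fell and 3 did not pass (3 rose when adjusted over the list alone), with a median of 0.31 (camera adjusted p = 0.038, and adjusted p = 0.34 with an estimated correlation). Lists of B and plasma cell, neutrophil and erythroid genes had fewer than 3 measured members and were not tested. The immunoglobulin probe sets of Table 4 had higher means in glaucoma, 2.9-fold for IGHAC and 4.2-fold for LOC607467. Only 5 of the 29 listed T and NK cell markers were measured. CD3E lay near the log2 minimum of 7 for expressed genes (7.02 in glaucoma, 6.59 in the controls), where small differences are hard to see. The call of the T and NK cell list was lost without the 12-year-old Shiba Inu (adjusted p = 0.065), the 7-year-old Basset Hound (0.12), the Dalmatian (0.17) or control 4 (0.069), and that of CD3E without control 2 (0.095), 3 (0.054), 4 (0.083) or 5 (0.077). Neither CD2 (adjusted p = 0.072) nor CD3E (adjusted p = 0.18) passed with the 3' to 5' ratio in the model, nor did the T and NK cell list with age in the model (adjusted p = 0.25 by Table 1 and 0.29 by the labels).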

Immunohistochemical analyses using sagittal sections of several canine glaucomatous retinas and antibodies directed against the T- and B- cell antigens CD3 and CD79 did not reveal immunopositive cells in the evaluated samples (Figure 6A). CD3 positive cells could readily be detected in a tissue sample of canine optic neuritis, used here as a positive control (Figure 6B), and were occasionally observed in the perivascular space in glaucoma retinas. These findings suggest that leukocyte infiltration into the retina of glaucomatous dogs it is, at most, a rare event.

**Figure 6:**
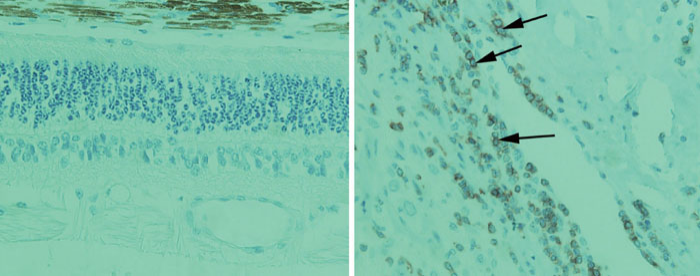
Immunohistochemical detection of CD3. CD3 positive cells are not apparent in the canine glaucomatous retina (left). In contrast, CD3 positive cells can easily be detected in optic nerve sections of a canine patient with optic neuritis (positive control). Note labeled cells in the perivascular space of the optic nerve (arrows). ONL-outer nuclear layer, INL-inner nuclear layer, NFL – nerve fiber layer.

### Detection of serum autoantibodies to retinal antigens

Despite the apparent paucity of CD3/CD79 positive cells, it was conceivable that canine glaucoma may result in the formation of autoantibodies directed against retinal antigens. To determine if this does indeed occur, we incubated western blots of retinal protein extracts with serum obtained from seven dogs with moderate to advanced glaucoma and ten healthy control animals (Figure 7). While minor immune reactivity can be observed in all samples, the majority of the serum obtained from dogs with glaucoma reacts with retinal proteins more vigorously than that obtained from healthy control dogs. It is noteworthy that the samples with the most pronounced immunoreactivity were derived from dogs with advanced glaucoma. A general pattern of labeled bands is not apparent, rather it appears that each individual displays immunereactivity to a specific subset of molecules. In the majority of cases the labeled molecules do not react with purified Recoverin, α-enolase, or crystallins, suggesting that these proteins are not major autoantigens in dogs with glaucoma.

**Figure 7:**
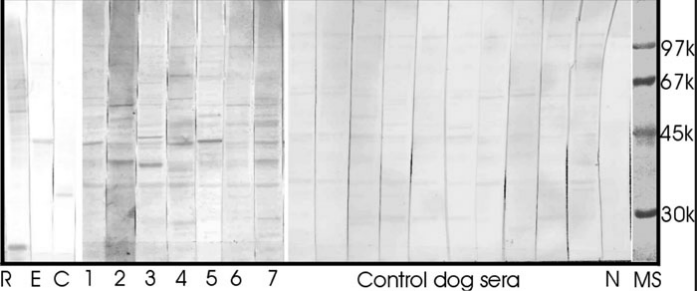
Western blotting analysis of autoantibodies present in sera of dogs with glaucoma and in sera of control healthy dog sera. Sera from dogs with glaucoma are labeled from 1 to 7; control dog sera are labeled as “control dog sera,” Lanes R- recoverin, E – enolase, C - crystalline-μ are immunostained with antibodies specifically directed against these molecules. N – negative control, M – molecular weight markers.

## Discussion

In this study we characterize the molecular events that are associated with advanced glaucomatous degeneration of the retina in dogs. These data are the first to describe changes in the gene expression pattern and immunological consequences in a species with large eyes and spontaneously occurring chronic elevation of IOP. 

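Markers of ganglion cells were low and interferon-stimulated genes high in each glaucomatous retina. The median log2 difference of RGC markers from the control mean was -1.54 and -1.51 in the Shiba Inus of 5 and 12 years, -1.09 and -1.73 in the Basset Hounds of 5 and 7 years and -1.66 in the Dalmatian, compared to -0.26 to 0.35 in the control Beagles. The same measure for interferon-stimulated genes ranged from 0.66 in the 12-year-old Shiba Inu to 1.81 in the Dalmatian, and from -0.15 to 0.11 in the controls. Retinal pigment epithelium (RPE) genes set 1 dog of each group apart, with medians of 2.79 in the 5-year-old Shiba Inu and 1.10 in control 4, compared to -0.43 to 0.92 in the other dogs. No breed occurred in both groups, so breed could not be told apart from the disease, and every glaucoma dog was older than every control dog. Without the Shiba Inus, 593 probe sets were lower and 531 higher, and without the Basset Hounds 825 and 676 (limma, adjusted p under 0.05 and at least 2-fold). With age in the model as a linear trend, 526 probe sets were lower and 826 higher with the ages of Table 1, and 471 lower and 718 higher with those of the sample labels, and the median of the RGC markers was -1.30 and -1.20 (camera adjusted p = 6e-05 and 3.5e-05). All controls had the same age, so the age slope rested on the glaucoma dogs alone.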

One shortcoming of this study is that the control and glaucoma groups were are not closely matched in age and are derived from a variety of breeds. These factors will likely influence the expression levels of some genes, but the overall similarity in canine retinal morphology and function suggest that these differences between the two groups will be relatively minor.

In accordance with previous studies, our data demonstrate that advanced glaucomatous retinopathy is associated with pronounced changes in the retinal gene expression pattern. 

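In the glaucomatous retina, 9 of 10 measured genes of reactive glia and 6 of 9 of the Toll-like receptor pathway rose. GFAP, the intermediate filament of reactive astrocytes and Müller cells, rose from a log2 level of 5.70 ± 0.22 in the controls to 8.16 ± 1.01 in glaucoma (SD, n = 5 each, difference 2.46, SE 0.40, adjusted p = 0.00228 from limma). Its fainter probe set, the one in Table 4, rose by 1.80 (SE 0.36, adjusted p = 0.00639). The metalloproteinase inhibitor TIMP1 rose by 1.88 (SE 0.33, adjusted p = 0.00359). Among those of reactive glia none fell and 1 did not pass the test (10 rose when adjusted over the list alone), with a median log2 difference of 1.58 (camera adjusted p = 1.4e-09, and adjusted p = 0.14 with an estimated correlation). In the Toll-like receptor pathway, which recognizes microbial and damage-associated molecules, none of the measured genes fell and 3 did not pass (7 rose when adjusted over the list alone). Among them were CD14, a co-receptor for lipopolysaccharide (0.89, SE 0.20, adjusted p = 0.0107), and LY86, which binds a Toll-like receptor homolog (1.20, SE 0.25, adjusted p = 0.00823). The median of this list was 0.89 (camera adjusted p = 0.0015, and adjusted p = 0.2 with an estimated correlation), and in single dogs it was 0.23 in the 12-year-old Shiba Inu and 0.52 to 1.09 in the other glaucoma dogs, compared to -0.21 to 0.14 in the controls. Neither CD14 (adjusted p = 0.12) nor LY86 (adjusted p = 0.1) passed with the 3' to 5' ratio in the model, and with no expression filter the median was 0.79 for reactive glia and 0.56 for the Toll-like receptor pathway.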

Among genes with elevated expression levels in glaucoma, a preponderance of genes mediating various aspects of a neuroinflammatory response was striking. 

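In each glaucomatous retina the medians of the complement, MHC class II and acute phase lists lay above those of all controls, lysosomal genes rose in part, and genes of the constitutive proteasome did not rise. In the complement cascade, C2 rose by a log2 difference of 3.10 (SE 0.31, adjusted p = 0.000134 from limma), C1QC, a chain of the recognition molecule C1q, by 3.44 (SE 0.29, adjusted p = 7.1e-05) and SERPING1, the inhibitor of C1, by 1.66 (SE 0.16, adjusted p = 0.000121). The annotation gives the symbol C2 to 6 expressed probe sets, which rose by 1.40 to 3.77, and 1 of these (1.70, adjusted p = 0.00349) is complement factor B in Table 4, so the gene behind this symbol is in doubt. Of 14 measured complement genes 12 rose, none fell and 2 did not pass the test (14 rose when adjusted over the list alone), with a median of 1.85 (camera adjusted p = 3e-13, and adjusted p = 0.14 with an estimated correlation). For MHC class II presentation, 9 of 11 measured genes rose, none fell and 2 did not pass (9 rose when adjusted over the list alone), among them the class II chain DLA-DRA (2.73, SE 0.26, adjusted p = 0.000112) and CD74, the invariant chain (2.80, SE 0.27, adjusted p = 0.000121), while CIITA, the transactivator of class II genes, differed by 0.10 (adjusted p = 0.568). The median of this list was 2.37 (camera adjusted p = 1.2e-09, and adjusted p = 0.14 with an estimated correlation). All 5 measured acute phase genes rose (5 when adjusted over the list alone), with a median of 3.05 (camera adjusted p = 2.6e-06, and adjusted p = 0.14 with an estimated correlation). They included the fibrinogen chain FGG (3.05, SE 0.22, adjusted p = 4.43e-05, and 1.27, adjusted p = 0.0487, for its fainter probe set in Table 4), the protease inhibitor SERPINA3 (2.14, SE 0.24, adjusted p = 0.000235), the copper protein ceruloplasmin, CP (3.51, SE 0.37, adjusted p = 0.000179), and SAA1, serum amyloid A (3.94, SE 0.88, adjusted p = 0.012). The probe set that Table 4 gives to SAA1 and SAA2 differed by 3.12 (adjusted p = 0.0437), and the one it gives to SAA, which has no single symbol in the annotation, by 1.40 (adjusted p = 0.063). Of 34 measured lysosomal genes 14 rose, 1 fell and 19 did not pass (21 rose and 2 fell when adjusted over the list alone), and their median was 0.66 (camera adjusted p = 1.6e-07, and adjusted p = 0.28 with an estimated correlation). The median over the lysosomal genes was 1.20 in the 5-year-old Shiba Inu, 0.99 in the Dalmatian and 0.26 to 0.31 in the other glaucoma dogs, compared to 0.21 in control 4 and -0.12 to 0.02 in the other controls. RPE genes were highest in these same dogs, with medians of 2.79 in the 5-year-old Shiba Inu, 0.92 in the Dalmatian and 1.10 in control 4. The lysosomal protease CTSC rose by 3.15 (SE 0.31, adjusted p = 0.000125), while CTSD differed by 0.78 (adjusted p = 0.0758). The lysosomal gene that fell, the sialidase NEU1 (-0.63, adjusted p = 0.0379), was picked after its values were seen, and its other probe set differed by 0.01 (adjusted p = 0.961). Its call was lost without any 1 of the samples except the 5-year-old Shiba Inu, with a difference above 0 without the 12-year-old Shiba Inu (0.04), control 4 (0.07) or control 5 (0.06). Of 29 measured genes of the constitutive proteasome none rose, 1 fell and 28 did not pass (1 fell when adjusted over the list alone), with a median of -0.11 (camera adjusted p = 0.036, and adjusted p = 0.36 with an estimated correlation). The member that fell was the assembly chaperone PSMD10 (-0.75, SE 0.15, adjusted p = 0.00578), and the call of this list was lost without the 5-year-old Shiba Inu (adjusted p = 0.1), control 2 (0.05) or control 4 (0.06). Of 6 measured genes of the immunoproteasome, the form induced by interferon, 1 rose, none fell and 5 did not pass (5 rose when adjusted over the list alone), with a median of 0.65 (camera adjusted p = 0.0084, and adjusted p = 0.22 with an estimated correlation). SAA1 (adjusted p = 0.14) and PSMD10 (adjusted p = 0.054) did not pass with the 3' to 5' ratio in the model, and the median was 0.70 for complement and 1.29 for acute phase genes with no expression filter and 0.39 for the immunoproteasome without the Dalmatian.

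**Figure D1:**
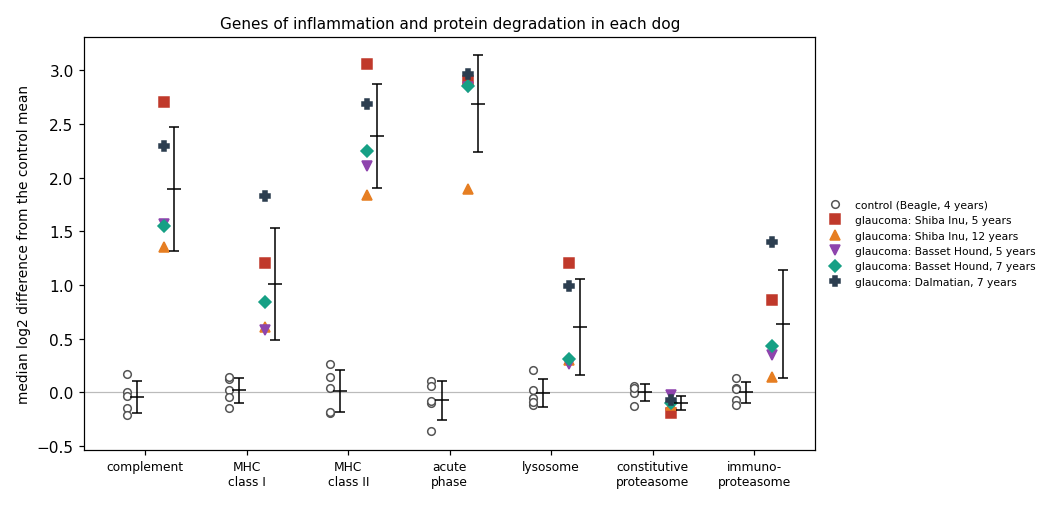
Median log2 difference from the control mean over the genes of 7 lists (x axis), for each dog. Open circles are the 5 control dogs, filled symbols the 5 glaucoma dogs, and bars give the mean and SD of each group. In the MHC class II list the glaucomatous retinas lie between 1.84 and 3.06 and the controls between -0.19 and 0.26, whereas in the constitutive proteasome the glaucomatous retinas lie between -0.19 and -0.02.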

Prominent functional categories of genes with elevated expression in glaucoma include antigen presentation, complement activation, lysosomal and proteasome activity, and acute phase proteins. In addition, numerous genes with a function in apoptosis and inflammation signaling are more abundant in retinas with glaucoma than in those without. It must be noted that many of the identified genes with altered expression levels are associated with several biologic function, thus inclusion in one functional category does not exclude a gene’s involvement in additional molecular pathways.

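Among genes of apoptosis, the inflammatory caspases CASP4 (log2 difference 2.12, SE 0.27, adjusted p = 0.000509 from limma) and CASP12 (2.15, SE 0.35, adjusted p = 0.00236) rose, as did the stress-induced gene GADD45B (1.81, SE 0.31, adjusted p = 0.00306). BCL2, which protects cells from apoptosis, rose as well, by 1.36 (SE 0.19, adjusted p = 0.000932), and the caspase inhibitor XIAP had a difference of -0.77 (adjusted p = 0.213). Of 20 measured genes of apoptosis 7 rose, 1 fell and 12 did not pass the test (9 rose and 1 fell when adjusted over the list alone), with a median of 0.22 (camera adjusted p = 0.00057, and adjusted p = 0.2 with an estimated correlation). The member that fell was CYCS, cytochrome c (-0.62, adjusted p = 0.0284), picked after its values were seen, and its call was lost without the Dalmatian (0.057), control 2 (0.078), control 4 (0.066) or control 5 (0.069). Without probe sets that can match several transcripts, the median of this list was 0.13 and the camera adjusted p 0.054, and with the ages of Table 1 in the model the median was 0.36. Of 43 listed interferons and interleukins only 5 were measured. Of these 2 rose, 1 fell and 2 did not pass (3 rose and 1 fell when adjusted over the list alone), with a median of 0.40 (camera adjusted p = 0.26, and adjusted p = 0.02 in fry). IL18, a cytokine released after inflammasome activation, rose by 1.41 (SE 0.27, adjusted p = 0.00575) and IL1RN, the antagonist of the interleukin 1 receptor, by 0.40 (SE 0.12, adjusted p = 0.0415), while IL5 fell by 2.23 (SE 0.36, adjusted p = 0.00223). By the averages printed in Tables 3 and 4, IL18 lay below the log2 minimum of 7 for expressed genes in both groups. IL5 lay below it in glaucoma and just above it in the controls. IL1RN did not pass without the 12-year-old Shiba Inu (adjusted p = 0.062), the 7-year-old Basset Hound (0.086), the Dalmatian (0.098) or any 1 of the controls (0.056 to 0.11). A model with the 3' to 5' ratio ended the calls of IL1RN (adjusted p = 0.27), IL18 (adjusted p = 0.052), GADD45B (adjusted p = 0.052) and CYCS (adjusted p = 0.22).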

Our analyses also indicate that glaucoma leads to lower expression levels for a large number of genes, including various neurofilaments, synucleins, and neuregulin 1. 

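Neurofilament genes had some of the largest reductions on the array by their brighter probe sets. The medium chain NEFM fell by 4.12 on the log2 scale (SE 0.66, adjusted p = 0.00194 from limma), from 12.93 ± 0.40 in the controls to 8.80 ± 1.66 in glaucoma (SD, n = 5 each), the light chain NEFL fell by 4.02 (SE 0.63, adjusted p = 0.00169) and the heavy chain NEFH fell by 3.46 (SE 0.59, adjusted p = 0.00294). Their fainter second probe sets fell by less, that of NEFM by 1.92 (adjusted p = 0.000553) and that of NEFH, the one in Table 3, by 1.28 (adjusted p = 0.000941). The neuronal intermediate filament INA had a difference of -1.0 (adjusted p = 0.0732). For SNCG, gamma-synuclein, the 2 probe sets gave opposite directions. One fell by 2.57 (SE 0.29, adjusted p = 0.000232), from 8.46 ± 0.36 to 5.90 ± 0.63, whereas the brighter one rose by 2.52 (SE 0.27, adjusted p = 0.000195), from 9.40 ± 0.33 to 11.92 ± 0.60 (SD, n = 5 each). NRG1, a growth factor of neurons and glia, fell by 1.15 (SE 0.19, adjusted p = 0.00227). Of 8 measured neurofilament and synuclein genes 4 fell, 1 rose, which was SNCG by its brighter probe set, and 3 did not pass the test (5 fell and 1 rose when adjusted over the list alone). The median of the list was -1.24 (camera adjusted p = 0.13), and with the probe set of largest variance for each gene the median was -2.03 and the camera adjusted p 0.0013.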

Functionally, no particular group of molecules appears to be disproportionally affected. Rather, we detected decreased expression levels of a large number of functional categories, including neuronal development and maintenance, cell adhesion, calcium transport and binding, transcriptional regulation, synaptic transmission, and many others. 

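Many genes of synaptic transmission and calcium handling fell in the glaucomatous retina, and those of cell adhesion and neurotrophic signaling went both ways. Of 19 measured genes of synaptic vesicles and release 8 fell, none rose and 11 did not pass the test (10 fell when adjusted over the list alone), with a median log2 difference of -1.0 (camera adjusted p = 4.3e-06, and adjusted p = 0.18 with an estimated correlation). In single dogs this median was -1.80 in the 5-year-old Shiba Inu and -1.05 to -0.38 in the other glaucoma dogs, and the list had -0.56 without that Shiba Inu, -0.54 with array weights and -0.33 with no expression filter. They included CADPS, which primes secretory vesicles (-1.86, SE 0.22, adjusted p = 0.000313 from limma), the calcium sensor SYT4 (-1.89, SE 0.24, adjusted p = 0.000476) and the vesicle protein SYNPR (-2.19, SE 0.28, adjusted p = 0.000486). Of 12 measured neurotransmitter receptors 8 fell, none rose and 4 did not pass (9 fell when adjusted over the list alone), with a median of -0.91 (camera adjusted p = 8.7e-07, and adjusted p = 0.14 with an estimated correlation). Without the expression filter the median of the receptors was -0.26. The metabotropic glutamate receptor GRM8 fell by 2.64 (SE 0.31, adjusted p = 0.000277) and the GABA receptor subunit GABRR1 fell by 2.48 (SE 0.32, adjusted p = 0.00055). Calcium channels fell in 5 of 10 measured genes, none rose and 5 did not pass (5 fell when adjusted over the list alone), with a median of -0.57 (camera adjusted p = 0.005, and adjusted p = 0.15 with an estimated correlation), among them the channel subunit CACNA2D3 (-2.51, SE 0.29, adjusted p = 0.000251) and the ryanodine receptor RYR2 (-1.70, SE 0.21, adjusted p = 0.000445). The median of the calcium channels was -0.36 without the 5-year-old Shiba Inu, -0.34 without both Shiba Inus, -0.35 without control 1, -0.23 without control 5 and -0.02 with no expression filter, and -0.38 with the 3' to 5' ratio in the model. Among 26 measured calcium-binding proteins 13 fell, 5 rose and 8 did not pass (13 fell and 6 rose when adjusted over the list alone), with a median of -0.44 (camera adjusted p = 0.009, and adjusted p = 0.15 with an estimated correlation). The neuronal calcium sensor HPCA fell by 1.49 (SE 0.19, adjusted p = 0.000563), whereas S100A1 (1.39, SE 0.20, adjusted p = 0.000894) and S100A11 (1.65, SE 0.21, adjusted p = 0.000527) rose. Of 21 measured cell adhesion genes 8 fell, 4 rose and 9 did not pass (8 fell and 5 rose when adjusted over the list alone), with a median of 0.09 and a mean of -0.29 (camera adjusted p = 0.43, and adjusted p = 0.012 in fry). The cadherins CDH18 (-1.84, SE 0.17, adjusted p = 9.16e-05) and CDH12 (-1.58, SE 0.14, adjusted p = 9.16e-05) fell, while NRCAM rose by 0.86 (SE 0.16, adjusted p = 0.00528). Of 12 measured neurotrophic factors and receptors 5 fell, 2 rose and 5 did not pass (5 fell and 4 rose when adjusted over the list alone), with a median of 0.03 and a mean of -0.20 (camera adjusted p = 0.34, and adjusted p = 0.0009 in fry), and NTF3 had a difference of 1.30 (adjusted p = 0.0646). In the lists of cell adhesion and neurotrophic genes the median lay above 0, while the mean and the camera direction were negative. The median of cell adhesion was -0.38 with a log2 value above 7 in at least 5 samples and -0.08 with no expression filter. With age in the model it was -0.12 by Table 1 and -0.15 by the labels. Leaving out any 1 glaucoma dog gave 0.04 to 0.15. With the filter of a log2 value above 7 in at least 5 samples calcium channels had a median of -0.20 (camera adjusted p = 0.058), calcium-binding proteins had -0.67 without the Basset Hounds and -0.84 without probe sets that can match several transcripts, and NRCAM did not pass with the 3' to 5' ratio in the model (adjusted p = 0.065). NTF3 passed without the 5-year-old Shiba Inu (1.72, adjusted p = 0.0016).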

Reduced mRNA levels of individual genes could result from transcriptional control mechanisms. Alternatively, reduced levels of a specific mRNA in a tissue comprised from several cell types may be related to loss of the cell type that synthesizes the majority of this mRNA. Genes such as *STMN2*, *NEFH*, *NRG1*, *ELAV2*, and *SNCG* appear to be primarily expressed by RGC [13-15] and the decrease of their transcript levels is conceivably due to the loss of RGC and, perhaps, amacrine cells [16,17] in the glaucomatous retina and may not represent transcriptional regulation.

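Most markers of RGC fell, and so did most measured markers of amacrine cells. The RNA-binding proteins of neurons ELAVL2 and ELAVL4 fell by 2.55 (SE 0.37, adjusted p = 0.00103 from limma) and fell by 3.05 (SE 0.42, adjusted p = 0.000829) on the log2 scale, and the transcription factor EBF1 fell by 2.08 (SE 0.22, adjusted p = 0.000195). STMN2, a microtubule regulator of growing axons, had a log2 level of 10.84 ± 1.29 in glaucoma and 12.43 ± 0.29 in the controls (SD, n = 5 each), a difference of -1.59 that did not pass the test (adjusted p = 0.0552), and its second probe set differed by -1.49 (adjusted p = 0.0607). The surface glycoprotein THY1 had a difference of 0.60 (adjusted p = 0.536). Of 19 measured RGC markers 12 fell, 1 rose and 6 did not pass (14 fell and 1 rose when adjusted over the list alone), with a median of -1.34 (camera adjusted p = 8.2e-06, and adjusted p = 0.14 with an estimated correlation). The marker that rose was SNCG, by the brighter of its probe sets. Of 11 measured amacrine cell markers 7 fell, none rose and 4 did not pass (7 fell when adjusted over the list alone), with a median of -0.89 (camera adjusted p = 2.2e-05, and adjusted p = 0.15 with an estimated correlation). Among them were the transcription factor TFAP2B (-2.67, SE 0.50, adjusted p = 0.00493) and the neuropeptide precursors TAC1 (-2.09, SE 0.41, adjusted p = 0.00578) and PENK (-1.71, SE 0.27, adjusted p = 0.00178). TFAP2B (adjusted p = 0.076) and TAC1 (adjusted p = 0.086) did not pass with the 3' to 5' ratio in the model, and without the expression filter PENK was represented by another probe set, with a difference of -0.05 (adjusted p = 0.86). Leaving out the 5-year-old Shiba Inu brought STMN2 past the test (-1.91, adjusted p = 0.018), as did leaving out the Dalmatian (-1.08, adjusted p = 0.041), and the medians of RGC and amacrine cell markers were -0.62 and -0.40 with no expression filter and the latter -2.09 without probe sets that can match several transcripts.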

Decreased expression levels were also detected for several photoreceptor cell specific genes in the glaucomatous retina. 

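The photoreceptor genes that passed the test were genes of cones. OPN1SW, the short-wavelength cone opsin, was lower by a log2 difference of -3.00 (SE 0.77, adjusted p = 0.0223 from limma), GNGT2, a subunit of cone transducin, by -1.95 (SE 0.54, adjusted p = 0.0309), PDE6C, a subunit of the cone phosphodiesterase, by -1.49 (SE 0.44, adjusted p = 0.0381) and RXRG, a nuclear receptor of cones, by -1.09 (SE 0.19, adjusted p = 0.00331). ARR3, cone arrestin, had a log2 level of 10.35 ± 2.26 in glaucoma and 12.86 ± 0.16 in the controls (SD, n = 5 each), a difference of -2.51 that did not pass the test (adjusted p = 0.0711). Of 12 measured cone genes 4 fell, none rose and 8 did not pass (9 fell when adjusted over the list alone), with a median of -1.15 (camera adjusted p = 0.0021, and adjusted p = 0.34 with an estimated correlation). The cone genes were lowest in the 5-year-old Shiba Inu (median -2.0) and the Dalmatian (-1.91) and ranged from -0.97 to -0.27 in the other glaucoma dogs. The RPE genes were highest among the glaucoma dogs in the same pair, with medians of 2.79 and 0.92 compared to -0.13 to 0.32 in the others. Without the Dalmatian, OPN1SW (adjusted p = 0.055), GNGT2 (0.078) and PDE6C (0.094) did not pass, nor did OPN1SW without control 2 (0.051) or 5 (0.054), GNGT2 without the 7-year-old Basset Hound (0.051) or controls 1, 3, 4 or 5 (0.057 to 0.075) and PDE6C without controls 1, 2, 4 or 5 (0.071 to 0.088). ARR3 passed without the 12-year-old Shiba Inu (adjusted p = 0.024) or the 5-year-old Basset Hound (0.025), and with the 3' to 5' ratio in the model the adjusted p was 0.22 for OPN1SW, 0.28 for GNGT2, 0.33 for PDE6C and 0.052 for RXRG, with a list median of -0.69 (-0.75 with no expression filter).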

Whether photoreceptor cell loss or functional decline is a feature of advanced glaucoma has been extensively debated [18-21]. 

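Rod genes did not pass the test, and their low mean came mainly from 1 dog. PDE6A and PDE6B, the catalytic subunits of the rod phosphodiesterase, had log2 differences of -1.25 (SE 0.84, adjusted p = 0.326 from limma) and -1.18 (SE 0.71, adjusted p = 0.276). PDE6A lay at 8.26 in the 5-year-old Shiba Inu and at a mean of 13.00 in the other glaucoma dogs, compared to 13.30 ± 0.20 in the controls (SD, n = 5). All 12 measured rod genes were without a call (0 fell when adjusted over the list alone), with a median of -0.78 (camera adjusted p = 0.076). The median over the rod genes was -3.47 in the 5-year-old Shiba Inu, -0.62 in the Dalmatian and -0.04 to 0.09 in the other glaucoma dogs, and it ranged from -0.41 to 0.20 in the controls. Among 19 measured genes shared by rods and cones, such as GUCA1A, an activator of the retinal guanylate cyclase (-1.95, adjusted p = 0.128), and IMPG1, a matrix proteoglycan around photoreceptors (-1.23, adjusted p = 0.142), none passed (0 fell when adjusted over the list alone), with a median of -0.50 (camera adjusted p = 0.065). Without the 5-year-old Shiba Inu, the medians were -0.17 and -0.11 (camera adjusted p = 0.59 for the rod genes and 0.79 for the shared genes), whereas with age in the model they were -1.65 and -1.05 by Table 1 (0.0014 and 0.00011) and -1.59 and -0.97 by the labels (0.0017 and 0.00022), and both lists passed as well without the Basset Hounds (-1.20, 0.014, and -0.73, 0.0094), with no expression filter (0.018 and 0.025) and with the replicate block (0.024 and 0.012). The rod genes came under 0.05 without the 12-year-old Shiba Inu (0.022) or the 7-year-old Basset Hound (0.028), and the shared genes without these (0.0081 and 0.025), the 5-year-old Basset Hound (0.036) or control 1 (0.034). With array weights the median was nearer to no change, at -0.28 for the rod genes and -0.22 for the shared genes. The age slope came from the glaucoma dogs alone, and the 5-year-old Shiba Inu was among the youngest of these.

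**Figure D2:**
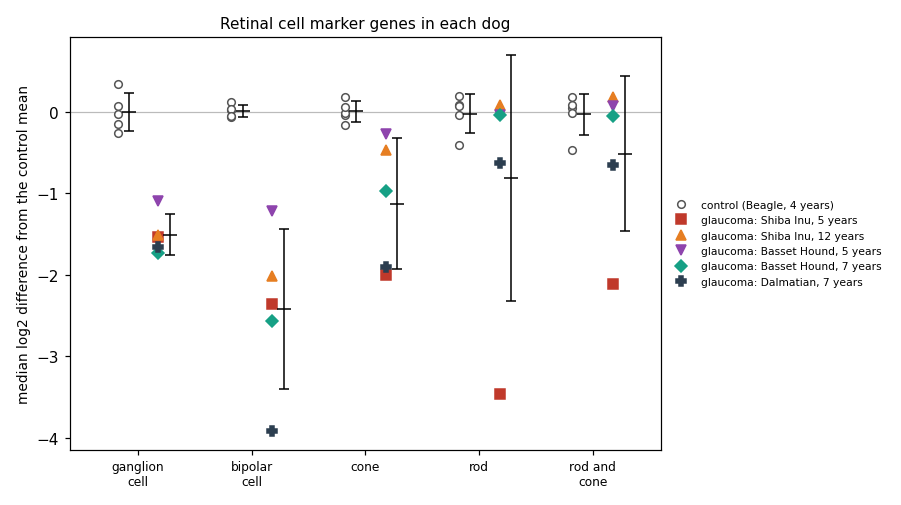
Median log2 difference from the control mean over the marker genes of 5 retinal cell lists (x axis), for each dog. Open circles are the 5 control dogs, filled symbols the 5 glaucoma dogs, and bars give the mean and SD of each group. The rod genes lie at -3.47 in the 5-year-old Shiba Inu and between -0.62 and 0.09 in the other glaucoma dogs, whereas the ganglion cell markers lie between -1.73 and -1.09 in the glaucoma dogs.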

In this study significantly decreased expression levels are only observed for a small number of photoreceptor cell specific genes, while most of photoreceptor cell associated transcripts are present at similar or only mildly reduced levels (i.e., less than the twofold cut off value employed) suggesting only a minor effect of glaucoma on the transcriptional activity of photoreceptor cells in the dog.

The systematic comparison of findings in this study to those presented previously by other investigators is not straightforward due to the different formats of gene arrays used, selection of genes represented on each array, incomplete identification of orthologs between animal species, and the stage of disease investigated. Previous studies had observed a striking decrease in the expression levels for several crystallin genes in rodent models of glaucoma [3-5,22]. 

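Transcripts of crystallins, the structural proteins of the lens that neurons and glia also express, were not reduced as a group in the glaucomatous canine retina. CRYAB, a crystallin that acts as a small heat shock protein, rose by a log2 difference of 0.77 (SE 0.19, adjusted p = 0.0205 from limma), from 11.09 ± 0.29 in the controls to 11.86 ± 0.37 in glaucoma (SD, n = 5 each). CRYGS differed by 1.26 (adjusted p = 0.325) and CRYBA1 by -0.95 (adjusted p = 0.329). Of 8 measured crystallins 1 rose, none fell and 7 did not pass the test (1 rose when adjusted over the list alone), with a median of -0.07 and a mean of 0.06 (camera adjusted p = 0.67, in the direction of an increase). The median was 0.76 with a log2 value above 7 in at least 5 samples and 0.30 without the Basset Hounds. With the 3' to 5' ratio it was -0.47, and with age -0.24 by Table 1 and -0.36 by the labels. The list did not pass in any of these (camera adjusted p of 0.17 or more). The median over the list was 1.38 in the Dalmatian, -0.59 to -0.11 in the other glaucoma dogs, 1.32 in control 3 and -0.67 to -0.02 in the other controls. CRYAB did not pass without the Dalmatian (adjusted p = 0.052), without control 2 (0.054), without both Shiba Inus (0.056) or with the 3' to 5' ratio in the model (0.11).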

Although probes for these molecules are present on the gene chips used in this study, our data do not mirror these findings. Reduced synthesis of retinal crystallins could represent a rodent specific response to elevated IOP. However, several studies have demonstrated that expression levels for various crystallin genes decrease quickly after induction of ocular hypertension, but return to normal levels 2 to 3 weeks later [3,22]. Thus, decreased expression of crystallins may reflect an early, transient event in glaucoma pathology.

Our findings largely agree with previously published reports that clearly demonstrated the involvement of the complement system in the pathophysiology of glaucoma and noted the expression of other inflammation-related molecules by retinal cells [3-5,8,23,24]. While some studies have suggested that a breakdown of the blood brain barrier may occur in the eyes of dogs with severe glaucoma [25,26] our own immunohistochemical data suggest that CD3 or CD79 positive cells in canine glaucoma occur, at most, infrequently. In contrast, most hybridization signals of inflammation associated transcripts are quite strong, indicating that these gene products are abundant in the retina of dogs with glaucoma and thus likely originate from a cell type that is relatively common in this tissue. 

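Of the probe sets in Table 4, complement components had a median log2 level of 10.75 in the glaucomatous and 8.03 in the control retinas, and antigen processing and presentation 10.17 and 8.34. Chemokine ligands and receptors had a median of 8.02 in glaucoma and 5.89 in the controls, and acute phase proteins 7.89 and 6.51. Over all 107 probe sets of the table the medians were 8.72 in glaucoma and 7.19 in the controls, and the glaucoma means of single probe sets ranged from 6.34 to 13.70. In 78 of them every glaucomatous retina lay above the minimum of 7 for expressed genes, and in 48 every control retina did. Intensities of different probe sets also depend on how well their probes bind, so these levels describe signals and do not rank transcripts by abundance. From the strength of the signals, the paper proposes that these transcripts come from a cell type that is common in the retina, and it names micro- and macroglia.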

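Markers of microglia and macrophages rose in the glaucomatous retina. CSF1R, the receptor that microglia need for their survival, rose by a log2 difference of 3.26 (SE 0.34, adjusted p = 0.000166 from limma), from 6.38 ± 0.25 in the controls to 9.64 ± 0.83 in glaucoma (SD, n = 5 each). The lysosomal protease CTSS rose by 2.37 (SE 0.23, adjusted p = 0.000124) and AIF1, the microglial calcium-binding protein also known as Iba1, by 1.34 (SE 0.27, adjusted p = 0.00707). By contrast, P2RY12 (-0.37, adjusted p = 0.516) and TMEM119 (0.14, adjusted p = 0.352), both typical of resting microglia, did not pass the test. Of 18 measured markers of microglia and macrophages 15 rose, none fell and 3 did not pass (15 rose when adjusted over the list alone), with a median of 1.58 (camera adjusted p = 6.1e-13, and adjusted p = 0.14 with an estimated correlation). CXCL12, a chemokine of stromal and glial cells, rose by 1.44 (SE 0.43, adjusted p = 0.0434). The call of CXCL12 was lost without the 7-year-old Basset Hound (adjusted p = 0.05), the Dalmatian (0.094) or any 1 of the controls (0.061 to 0.097), and in the test named in the legend of Figure 2 (0.095). AIF1 (adjusted p = 0.087) and CXCL12 (adjusted p = 0.057) did not pass with the 3' to 5' ratio in the model.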

Micro- and macroglia constitute a sizable share of the retinal cell population and several studies have demonstrated that glia are capable of transcribing several of the inflammation-associated genes detected at elevated levels in this study, e.g., AIF1, CXCL12, and MHC class 2 molecules [27-30]. 

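Of the chemokines, CXCL16, which is membrane bound and also acts as a scavenger receptor, rose by a log2 difference of 2.13 (SE 0.30, adjusted p = 0.000961 from limma), from 5.89 ± 0.21 in the controls to 8.02 ± 0.74 in glaucoma (SD, n = 5 each). CXCL10, which is induced by interferon, had 8.22 ± 1.76 in glaucoma and 6.10 ± 0.39 in the controls (SD, n = 5 each), a difference of 2.11 that did not pass the test (adjusted p = 0.0587), and its second probe set differed by 2.18 (adjusted p = 0.0536). CCL27 was lower by a difference of -0.43 (SE 0.10, adjusted p = 0.0148). Of 8 measured chemokines and chemokine receptors 2 rose, 1 fell and 5 did not pass (5 rose and 1 fell when adjusted over the list alone), with a median of 0.92 (camera adjusted p = 0.051). CXCL10 passed without the 12-year-old Shiba Inu (adjusted p = 0.021), the 5-year-old Basset Hound (0.047) or the Dalmatian (0.05), and CCL27 did not pass with the 3' to 5' ratio in the model (adjusted p = 0.12). The median of the chemokine list was 0.12 with no expression filter (camera adjusted p = 0.0096) and 0.10 with a log2 value above 7 in at least 5 samples (0.35), and the list came under 0.05 without the 12-year-old Shiba Inu (0.043), the Basset Hounds of 5 (0.029) or 7 years (0.039), the Dalmatian (0.029) or control 3 (0.032), each left out in turn.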

Retinal glia may also contribute to the observed synthesis of inflammatory molecules, e.g., both CXCL10 and CXCL16 are produced by reactive astrocytes [31,32].

An important function of glia is to phagocytose foreign particles or cell debris, a process activated by the *LGALS3* gene [33]. 

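LGALS3, which encodes the sugar-binding protein galectin 3, had a log2 level of 11.93 ± 0.49 in the glaucomatous and 10.49 ± 0.34 in the control retinas (SD, n = 5 each). It rose 2.72-fold, a log2 difference of 1.44 (SE 0.24, adjusted p = 0.0026 from limma), with no overlap between the groups. The second probe set of LGALS3 rose by 1.77 (SE 0.30, adjusted p = 0.00273).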

Macrophages that have ingested apoptotic cells appear to inhibit the production of proinflammatory molecules [34] and is possible that retinal microglia are capable of mediating a similar repression of some proinflammatory stimuli after phagocytosis of RGC debris. In that regard, the increased expression of the *TREM2* receptor in the glaucomatous retina is noteworthy, as its interaction with its ligands appears to mediate inhibition of inflammation and stimulation of antigen presentation [35].

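TREM2, a receptor of microglia and macrophages for lipids and cell debris, rose 2.5-fold, from a log2 level of 6.91 ± 0.20 in the control to 8.23 ± 0.45 in the glaucomatous retinas (SD, n = 5 each). The log2 difference was 1.32 (SE 0.20, adjusted p = 0.00152 from limma), and each glaucomatous retina lay above each control retina. Its second probe set rose by 1.44 (SE 0.23, adjusted p = 0.00169).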

We propose that the massive retinal inflammation and antigen presentation responses described here represent late events in the pathophysiology of glaucoma. Increased expression of individual inflammation-related genes has been reported previously in studies that evaluated earlier stages of glaucomatous damage. While this neuroinflammatory response was not observed to the degree seen here data presented by Ahmed et al. suggest progressively increasing expression levels of several immune response molecules during the development of the disease [3].

Our data suggest that the anti-inflammatory mechanisms that protect the retina in early glaucoma can eventually fail, leading to the development of autoantibodies in many glaucomatous dogs. Although the number of examined samples is relatively small, the fact that all analyzed serum samples from dogs with glaucoma display immunereactivity against distinct antigens, suggests that glaucoma is not initiated by an immune response to specific retinal antigens. Rather it appears likely that the variety of immunoreactive molecules is due to exposure of numerous epitopes during the rapid neuronal cell death of the retina. Consequently the development of anti-retinal antibodies may be secondary to the degeneration of RGC. Never-the-less, exposure to serum antibodies directed against retinal antigens has been shown to induce RGC loss that resembles glaucoma [36,37]. Thus it is conceivable that once an immune response has occurred, it will further accelerate vision loss in an IOP independent mechanism.

The relevance of our findings to human disease remains to be determined. Glaucoma in dogs often presents with comparatively high intraocular pressure, introducing the possibility that ischemic events to the inner retina contribute to the pathophysiology of glaucoma in this species more than they do in humans. It is well documented that retinal ischemia leads to increased vascular permeability (reviewed in [38]) and given the chronic nature of IOP elevation in glaucoma it is conceivable that even a rare presence of T-cells could over time result in an antigenic response in this species. The intraocular pressure in human patients receiving ophthalmic care is typically much lower than that in glaucomatous dogs and leukocyte infiltration of the retina does not appear to be a feature of human glaucoma. Yet several reports have suggested the presence of autoantibodies against retinal epitopes in the serum of some glaucoma patients [39-41]. Whether those glaucoma patients with detectable autoimmune titers to the retina share a genetic predisposition toward a vigorous immune response or exhibit other unifying features has, to our knowledge, not been thoroughly investigated.

Regardless of the potential role of an adaptive immune response in glaucoma, data from numerous studies indicate that neuroinflammatory events do occur as a consequence of neuronal degeneration in glaucoma. Consequently it is conceivable that therapeutic modulation of the neuroinflammatory response may be a beneficial augmentation to IOP lowering therapy in glaucoma.

## References

[1] GrozdanicSDMaticMBettsDMSakaguchiDSKardonRHRecovery of canine retina and optic nerve function after acute elevation of intraocular pressure: implications for canine glaucoma treatment.Vet Ophthalmol20071010171797384110.1111/j.1463-5224.2007.00584.x

[2] GrozdanicSKecovaHHarperMMNilaweeraWUKuehnMHKardonRHFunctional and structural changes in a canine model of hereditary primary angle-closure glaucoma.Invest Ophthalmol Vis Sci201051255631966122210.1167/iovs.09-4081PMC3258664

[3] AhmedFBrownKMStephanDAMorrisonJCJohnsonECTomarevSIMicroarray analysis of changes in mRNA levels in the rat retina after experimental elevation of intraocular pressure.Invest Ophthalmol Vis Sci2004451247581503759410.1167/iovs.03-1123

[4] NaskarRThanosSRetinal gene profiling in a hereditary rodent model of elevated intraocular pressure.Mol Vis200612119921017102796

[5] SteeleMRInmanDMCalkinsDJHornerPJVetterMLMicroarray analysis of retinal gene expression in the DBA/2J model of glaucoma.Invest Ophthalmol Vis Sci200647977851650503210.1167/iovs.05-0865

[6] JohnsonECJiaLCepurnaWODoserTAMorrisonJCGlobal changes in optic nerve head gene expression after exposure to elevated intraocular pressure in a rat glaucoma model.Invest Ophthalmol Vis Sci2007483161771759188610.1167/iovs.06-1282PMC1950563

[7] YangZQuigleyHAPeaseMEYangYQianJValentaDZackDJChanges in Gene Expression in Experimental Glaucoma and Optic Nerve Transection: The Equilibrium between Protective and Detrimental Mechanisms.Invest Ophthalmol Vis Sci2007485539481805580310.1167/iovs.07-0542

[8] KuehnMHKimCYOstojicJBellinMAlwardWLMStoneEMSakaguchiDSGrozdanicSDKwonYHRetinal synthesis and deposition of complement components induced by ocular hypertension.Exp Eye Res20068362081667763310.1016/j.exer.2006.03.002

[9] StasiKNagelDYangXWangRFRenLPodosSMMittagTDaniasJComplement Component 1Q (C1Q) Upregulation in Retina of Murine, Primate, and Human Glaucomatous Eyes.Invest Ophthalmol Vis Sci200647102491650503710.1167/iovs.05-0830

[10] TaniharaHHangaiMSawaguchiSAbeHKageyamaMNakazawaFShirasawaEHondaYUp-regulation of glial fibrillary acidic protein in the retina of primate eyes with experimental glaucoma.Arch Ophthalmol19971157526919472710.1001/archopht.1997.01100150754011

[11] KuehnMHFingertJHKwonYHRetinal ganglion cell death in glaucoma: mechanisms and neuroprotective strategies.Ophthalmol Clin North Am200518383951605499610.1016/j.ohc.2005.04.002

[12] WoldemussieEWijonoMRuizGMuller cell response to laser-induced increase in intraocular pressure in rats.Glia200447109191518539010.1002/glia.20000

[13] Kim CY, Kuehn MH, Clark AF, Kwon YH. Laser capture microdissection and microarray analysis of the human retinal ganglion cell layer. ARVO Annual Meeting; 2006 April 30-May 4; Fort Lauderdale (FL).

[14] SurguchovAPalazzoRESurguchevaIGamma synuclein: subcellular localization in neuronal and non-neuronal cells and effect on signal transduction.Cell Motil Cytoskeleton200149218281174666610.1002/cm.1035

[15] IvanovDDvoriantchikovaGNathansonLMcKinnonSJShestopalovVIMicroarray analysis of gene expression in adult retinal ganglion cells.FEBS Lett200658033151637688610.1016/j.febslet.2005.12.017

[16] WangXNgYKTaySSFactors contributing to neuronal degeneration in retinas of experimental glaucomatous rats.J Neurosci Res200582674891627353910.1002/jnr.20679

[17] KielczewskiJLPeaseMEQuigleyHAThe effect of experimental glaucoma and optic nerve transection on amacrine cells in the rat retina.Invest Ophthalmol Vis Sci2005463188961612341810.1167/iovs.05-0321PMC1236985

[18] NorkTMVer HoeveJNPoulsenGLNickellsRWDavisMDWeberAJVaegan, Sarks SH, Lemley HL, Millecchia LL. Swelling and loss of photoreceptors in chronic human and experimental glaucomas.Arch Ophthalmol2000118235451067678910.1001/archopht.118.2.235

[19] WygnanskiTDesatnikHQuigleyHAGlovinskyYComparison of ganglion cell loss and cone loss in experimental glaucoma.Am J Ophthalmol19951201849763930210.1016/s0002-9394(14)72606-6

[20] HolopigianKGreensteinVCSeipleWHoodDCRitchRElectrophysiologic assessment of photoreceptor function in patients with primary open-angle glaucoma.J Glaucoma2000916381078262610.1097/00061198-200004000-00006

[21] VeltenIMKorthMHornFKThe a-wave of the dark adapted electroretinogram in glaucomas: are photoreceptors affected?Br J Ophthalmol2001853974021126412610.1136/bjo.85.4.397PMC1723933

[22] PiriNSongMKwongJMCaprioliJModulation of alpha and beta crystallin expression in rat retinas with ocular hypertension-induced ganglion cell degeneration.Brain Res20071141191731657710.1016/j.brainres.2006.11.095

[23] MiyaharaTKikuchiTAkimotoMKurokawaTShibukiHYoshimuraNGene microarray analysis of experimental glaucomatous retina from cynomologous monkey.Invest Ophthalmol Vis Sci2003444347561450787910.1167/iovs.02-1032

[24] TezelGYangXLuoCPengYSunSLSunDMechanisms of immune system activation in glaucoma: oxidative stress-stimulated antigen presentation by the retina and optic nerve head glia.Invest Ophthalmol Vis Sci200748705141725146910.1167/iovs.06-0810PMC2494942

[25] ManganBGAl-YahyaKChenCTGionfriddoJRPowellCCDubielzigRREhrhartEJMadlJERetinal pigment epithelial damage, breakdown of the blood-retinal barrier, and retinal inflammation in dogs with primary glaucoma.Vet Ophthalmol200710117241797384310.1111/j.1463-5224.2007.00585.x

[26] SmedesSLDubielzigRREarly degenerative changes associated with spontaneous glaucoma in dogs.J Vet Diagn Invest1994625963806876210.1177/104063879400600221

[27] LiuGMaHJiangLZhaoYAllograft inflammatory factor-1 and its immune regulation.Autoimmunity200740951021745371010.1080/08916930601083946

[28] SchmidCDSautkulisLNDanielsonPECooperJHaselKWHilbushBSSutcliffeJGCarsonMJHeterogeneous expression of the triggering receptor expressed on myeloid cells-2 on adult murine microglia.J Neurochem2002831309201247288510.1046/j.1471-4159.2002.01243.xPMC2637869

[29] AloisiFImmune function of microglia.Glia200136165791159612510.1002/glia.1106

[30] KaurCSivakumarVYipGWLingEAExpression of syndecan-2 in the amoeboid microglial cells and its involvement in inflammation in the hypoxic developing brain.Glia200957336491880330510.1002/glia.20764

[31] BiancottiJCKumarSde VellisJActivation of inflammatory response by a combination of growth factors in cuprizone-induced demyelinated brain leads to myelin repair.Neurochem Res2008332615281866123410.1007/s11064-008-9792-8

[32] LudwigASchulteASchnackCHundhausenCReissKBrodwayNHeld-FeindtJMentleinREnhanced expression and shedding of the transmembrane chemokine CXCL16 by reactive astrocytes and glioma cells.J Neurochem20059312933031593494810.1111/j.1471-4159.2005.03123.x

[33] RotshenkerSThe role of Galectin-3/MAC-2 in the activation of the innate-immune function of phagocytosis in microglia in injury and disease.J Mol Neurosci200939991031925300710.1007/s12031-009-9186-7

[34] FadokVABrattonDLKonowalAFreedPWWestcottJYHensonPMMacrophages that have ingested apoptotic cells in vitro inhibit proinflammatory cytokine production through autocrine/paracrine mechanisms involving TGF-beta, PGE2, and PAF.J Clin Invest19981018908946698410.1172/JCI1112PMC508637

[35] TakahashiKRochfordCDNeumannHClearance of apoptotic neurons without inflammation by microglial triggering receptor expressed on myeloid cells-2.J Exp Med2005201647571572824110.1084/jem.20041611PMC2213053

[36] JoachimSCGrusFHKraftDWhite-FarrarKBarnesGBarbeckMGhanaatiSCaoSLiBWaxMBComplex antibody profile changes in an experimental autoimmune glaucoma animal model.Invest Ophthalmol Vis Sci2009504734421945833210.1167/iovs.08-3144

[37] WaxMBTezelGYangJPengGPatilRVAgarwalNSappingtonRMCalkinsDJInduced autoimmunity to heat shock proteins elicits glaucomatous loss of retinal ganglion cell neurons via activated T-cell-derived fas-ligand.J Neurosci20082812085961900507310.1523/JNEUROSCI.3200-08.2008PMC2683273

[38] KaurCFouldsWSLingEABlood-retinal barrier in hypoxic ischaemic conditions: basic concepts, clinical features and management.Prog Retin Eye Res200827622471894026210.1016/j.preteyeres.2008.09.003

[39] GrusFHJoachimSCBrunsKLacknerKJPfeifferNWaxMBSerum autoantibodies to alpha-fodrin are present in glaucoma patients from Germany and the United States.Invest Ophthalmol Vis Sci200647968761650503110.1167/iovs.05-0685

[40] WaxMYangJTezelGAutoantibodies in glaucoma.Curr Eye Res20022511361252596510.1076/ceyr.25.2.113.10157

[41] TezelGSeigelGMWaxMBAutoantibodies to small heat shock proteins in glaucoma.Invest Ophthalmol Vis Sci1998392277879804136

How the deposited data were processed for this re-analysis (not part of the article)

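Retinal RNA of 5 dogs with primary glaucoma (2 Shiba Inus, 2 Basset Hounds and 1 Dalmatian) and of 5 control Beagles was analysed, with 1 Affymetrix Canine genome 2.0 array per dog and no pooling of samples. The authors normalized the raw data with RMA, as the methods state, and the intensity values were used as deposited by them, on a linear scale with all probe sets and without the filter on expressed genes. The log2 values were taken first, and their group means match those of Tables 3 and 4. Dogs were tied to Table 1 by breed, and by age where a breed occurs more than once. Which line of Table 1 each control dog is could not be settled, and no value per control dog was taken from it.

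Probe sets for array controls were left out, a choice made after the values were seen. Of the remaining 42924 probe sets, the 18416 with a log2 value above 7 in at least 2 samples were tested. The groups were compared with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the tested probe sets. A probe set was called at an adjusted p under 0.05 and a difference of mean log2 values of at least 1, a 2-fold change. For values per gene, each gene with exactly 1 symbol was represented by its tested probe set with the highest mean over all samples. This gave 7900 genes, which kept the difference and the adjusted p of their probe set, adjusted over all tested probe sets. Statements that a named gene or a list member rose or fell rest on the adjusted p alone, without the 2-fold minimum. Errors of group means are SDs over dogs, and the SE is that of the limma difference.

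The 47 gene lists (cell types of the retina and of other tissues a sample can hold, immune processes, neuronal processes and general processes), the alternatives and the rule for named genes were set before the data were examined. That rule takes the 10 genes with the largest difference in each direction among those past the test with no overlap between the groups, the genes the paper names, members of each list with the smallest adjusted p and the largest differences that did not pass, and members of Tables 3 and 4, whose values had been seen. Which of the genes the rule allows are named, and which lists answer a statement of the paper, was settled after the results were seen. CYCS, NEU1, CA2, FEZF2 and UCHL1 lie outside the rule and were picked after their values were seen. Lists with fewer than 3 measured genes were not tested. The others were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 44 lists.

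The alternatives were other filters on expression, other normalization between arrays, array weights, limma's trend and robust options, SAM with 100 label permutations and the delta of 0.53 given in the methods, the exact Wilcoxon rank sum test, the test named in the legend of Figure 2, other definitions of the fold change, the replicate number as a block, age as a covariate, the Shiba Inus or the Basset Hounds left out, other choices of the probe set for a gene, and each sample left out in turn. The log2 ratio of 3' to 5' signal was added as a covariate, with the control probe sets for actin and GAPDH picked after the values were seen. All controls had the same age, so the slope of the age covariate rested on the glaucoma dogs alone. Results were also set against 100 splits of the 10 samples. Arrays have no depth in reads, and the precision is limited by the number of arrays. On simulated data with the same group sizes, 89.6% of the probe sets changed by a log2 difference of 1.5 were called, 98.5% of those changed by 2 and 100.0% of those changed by 3, with 6 unchanged probe sets called and 0 calls where nothing was changed. The median glaucoma SD was 0.65 and 0.63 for real 2-fold higher and lower probe sets, against 0.28 over probe sets as a whole. Recovery may therefore be lower for probe sets that change. Data from real-time PCR, immunohistochemistry and western blots were not analysed here.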

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

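The tests of dilution and of RNA quality for the rod genes, of the share of neural retina and of age for the bipolar cell markers, and of sequence variants, age and breed for antigen presentation were chosen only after the results were seen. The dilution test first used 30 markers of ganglion and amacrine cells, many too faint to fall as far as the rod genes. It was replaced after its result was seen by the version with brighter markers given here.

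Rod genes were far lower in the retina of the 5-year-old Shiba Inu than in the other glaucoma dogs, with a list median of -3.47 against a mean of -0.15, and the gap to the next dog took up a share of 0.801 of the range. All 12 measured rod genes were lowest in this dog of all samples. RPE genes were also highest in this dog, and if RNA of the RPE had diluted the neural retina enough to put the rod genes below those of the other glaucoma dogs by -3.21, markers of other neurons would lie as far below, but over the 4 such markers bright enough to show this (SNCG by its brighter probe set, STMN2, UCHL1 and MEIS2, at a log2 level of at least 10.21) the median difference was 0.52, with -1.72 for MEIS2 as the lowest, and over 8 such glial markers, some of which the RPE also expresses, it was 0.16, which argues against dilution as the whole cause. The SNCG probe set among these markers rose in glaucoma (2.52), whereas the other SNCG probe set fell (-2.57). The log2 ratio of 3' to 5' signal of this dog was 0.84, within the 0.78 to 1.52 of the other samples, which argues against degraded RNA. What stays open is dilution as a part of the change and a loss of rods in this dog, from glaucoma or another retinal disease, and no biological explanation was tested. The paper states that the eye examinations of the glaucoma dogs showed no other ocular disease.

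Bipolar cell markers, which the paper does not discuss as a group, were lower in glaucoma, with a median log2 difference of -2.64 over the 6 of 20 listed markers that were measured (-0.49 with no expression filter), of which 5 fell, none rose and 1 did not pass (5 fell when adjusted over the list alone, camera adjusted p = 0.00083, and adjusted p = 0.14 with an estimated correlation). Of these markers, Table 3 lists TRPM1 and CABP5 as decreased, in its classes of calcium genes. The paper's histology also describes cell loss in the inner nuclear layer. A smaller share of neural retina would lower the rod genes as well, but without the 5-year-old Shiba Inu their median was -0.17 while that of the bipolar markers was -2.55. With the 3' to 5' ratio in the model the median of the bipolar markers was -2.15, which argues against this ratio as the whole cause. With age as a linear trend it was -2.48 by Table 1 and -2.30 by the labels (camera adjusted p = 0.002 each). All controls had the same age, so the slope rested on the glaucoma dogs alone. These values argue against a linear trend as the whole cause only if it is the same in both groups. GNG13, a G protein subunit of ON bipolar cells (-2.70, SE 0.33, adjusted p = 0.000382), and the Purkinje cell protein PCP2 (-2.73, SE 0.39, adjusted p = 0.00101) passed in these 3 models, whereas with a larger error TRPM1 (-2.78) did not pass with the ratio (-2.15, adjusted p = 0.1) or with age (-2.59, 0.054, and -2.38, 0.067), nor CABP5 (-2.58) with the ratio (-2.16, 0.077) or age by the labels (-2.22, 0.055), and FEZF2, picked after its values were seen, went from -1.01 (SE 0.26, adjusted p = 0.0217) to -0.46 and -0.51 with age (0.234 and 0.219) and to -0.96 with the ratio (0.15), its call being lost also without control 1 (0.051) or 4 (0.052). A loss of bipolar cells or lower expression in them may underlie the low markers, as a hypothesis from the same data. Breed stays open, as does an effect of age that is not linear or not the same in both groups. For FEZF2 a linear effect of age stays open too.

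Genes of antigen presentation were higher in glaucoma, and probes can bind less well to MHC genes that vary between breeds. Over 15 members not known for such variation the median log2 difference was 0.88 and 9 passed, which argues against sequence variants as the whole cause of the increase. For DLA88 itself such variants stay open, since 1 of its probe sets differed by -3.53 with an SD of 4.30 in glaucoma. With age in the model as a linear trend the median for MHC class I was 0.99 by the labels (camera adjusted p = 1.3e-06) and 1.06 by Table 1 (9.1e-07), and that for class II was 2.67 (9.8e-08) and 2.71 (9.3e-08), while the calls of 4 lists changed. All controls had the same age, so the slope rested on the glaucoma dogs alone. These medians argue against such a trend as the whole cause only if it is the same in both groups. Breed cannot be told apart from the disease, as 0 breeds occurred in both groups. An effect of age that is not linear or not the same in both groups stays open, as the groups do not overlap in age.

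Single values far from the others were looked for in 352 groups of 5 dogs and found in 9, fewer than the 1 in 20 that chance gives. PDE6A in the 5-year-old Shiba Inu was 8.26 against a mean of 13.00 in the other glaucoma dogs (gap 0.781 of the range), and PDE6B was 7.85 against 11.77 (gap 0.735). SERPING1 was highest in the same dog, at 13.37 against 12.72 (gap 0.764). TNFAIP6 was lowest in the 12-year-old Shiba Inu, at 9.44 against 10.74 (gap 0.870), as was the median of the acute phase list, at 1.89 against 2.89 (gap 0.892). The median of the crystallins was highest in the Dalmatian, at 1.38 against -0.43 (gap 0.756). Among the controls, ARR3 was highest in control 5, at 13.13 against 12.79 (gap 0.743), and PDE6B lowest in control 1, at 11.60 against 12.31 (gap 0.733).

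Other lists, not chosen to answer a statement of the paper, also passed the test. The paper does mention macroglia and reactive astrocytes, whose markers are among these lists. Interferon-stimulated genes had a median log2 difference of 1.18, with 15 of 19 measured genes higher, none lower and 4 not past the test (18 higher when adjusted over the list alone, camera adjusted p = 4.2e-12, and adjusted p = 0.14 with an estimated correlation), among them OAS2 (2.00, SE 0.19, adjusted p = 0.000118) and USP18 (0.95, SE 0.10, adjusted p = 0.000203). Markers of Müller cells and astrocytes had a median of 0.42 (0.27 without the 5-year-old Shiba Inu, 0.64 without the Basset Hounds, 0.66 without probe sets that can match several transcripts, and 0.79 and 0.83 with age in the model), with 6 of 15 higher, 1 lower and 8 not past (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0016, and adjusted p = 0.22 with an estimated correlation). AQP4, the water channel of Müller cells and astrocytes, rose by 1.81 (SE 0.28, adjusted p = 0.00149), while the marker that fell was the carbonic anhydrase CA2 (-0.92, adjusted p = 0.0266), whose call was lost without either of the 7-year-old dogs (0.058 and 0.063) or controls 1, 2, 4 or 5 (0.055 to 0.073). RPE genes had a median of 0.89, with 1 of 13 higher and 12 not past (1 higher when adjusted over the list alone, camera adjusted p = 0.016, and adjusted p = 0.52 with an estimated correlation), which was SERPINF1 (0.91, SE 0.19, adjusted p = 0.00787), and RPE65 differed by 2.87 (adjusted p = 0.139). The call of the RPE list was lost without the 5-year-old Shiba Inu (median 0.36, adjusted p = 0.059), without both Shiba Inus (0.42, 0.067), with the 3' to 5' ratio (0.29, 0.15), without probe sets that can match several transcripts (0.74, 0.059) and in fry (0.19), and its median was 1.42 without the Basset Hounds, 1.34 with the ages of Table 1 and 0.55 with array weights. Horizontal cell markers had a median of -0.66, with 3 of 4 lower and 1 not past (3 lower when adjusted over the list alone, camera adjusted p = 0.0068, and adjusted p = 0.14 with an estimated correlation), namely CALB1, ONECUT2 (-0.68, adjusted p = 0.00986) and PROX1 (-0.64, adjusted p = 0.0164). Immediate early genes had a median of 0.46, with 2 of 11 higher, ZFP36 (0.93, adjusted p = 0.012) and JUNB (0.67, adjusted p = 0.024), and 9 not past (2 higher when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.34 with an estimated correlation), and the call of this list was lost without the 5-year-old Shiba Inu (adjusted p = 0.1), without both Shiba Inus (0.079) and with the 3' to 5' ratio (median 0.28, 0.089), its median was 0.93 and 0.87 with age in the model, 0.28 with array weights and 0.21 with no expression filter, and that of JUNB without control 2 (0.06), 3 (0.05) or 4 (0.06). Cytosolic ribosomal proteins had a median of 0.20, with 9 of 39 higher, none lower and 30 not past (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 3.7e-06, and adjusted p = 0.15 with an estimated correlation). Oxidative phosphorylation had a median of -0.30, with 10 of 35 lower, none higher and 25 not past (18 lower when adjusted over the list alone, camera adjusted p = 2.5e-07, and adjusted p = 0.19 with an estimated correlation), among them SDHA (-0.48, SE 0.11, adjusted p = 0.0109). Cholesterol synthesis had a median of -0.41 (-0.23 with no expression filter), with 3 of 10 lower, none higher and 7 not past (3 lower when adjusted over the list alone, camera adjusted p = 0.0044, and adjusted p = 0.2 with an estimated correlation), among them SQLE (-0.88, SE 0.15, adjusted p = 0.00266).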

How the results depend on the processing

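All alternatives in this part were planned, but the actin and GAPDH probe sets behind the 3' to 5' ratio, and NEU1, CYCS, CA2, FEZF2 and UCHL1 among the named genes, were picked after their values were seen, and the cause of the changes was not tested. Of 126 counts of probe sets and genes under alternatives, 113 stayed within 1.5 times the count reported, of 1228 list values 1125 kept their direction and side of the threshold, and of 4894 values of named genes 4498 did, while 309 were no longer past the test, 75 were newly past it and 12 were reversed. Some of these settings could not change a call. Named genes are called without a 2-fold minimum, so dropping or redefining it left all 151 the same each time. Array weights and limma's trend and robust options left the calls of all 44 lists the same. For the lists that answer a statement of the paper, the camera adjusted p was unchanged. The tallies therefore overstate the stability. Of 151 named genes 118 passed the test, and 100 of these passed with each sample left out in turn. With the 3' to 5' ratio 43 of the 151 lost their call, and 80 did when limma tested against a 2-fold change. For arrays, signals near background limit what small differences can be seen.

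Lower and higher probe sets (574 and 544) numbered 342 and 297 with the 3' to 5' ratio, 1732 and 1396 with no 2-fold minimum and 112 and 91 with treat, and 826 were higher with age from Table 1. Lower and higher genes (214 and 258) numbered 128 and 139, 683 and 635, and 37 and 45 under the first 3 of these settings. The share of 2-fold lower probe sets past the test was 61.2% and 60.2% with age from Table 1 and from the labels and 61.8% with the 3' to 5' ratio, and that of higher ones 72.1%, 67.0% and 51.3%, so that with age the higher ones had the larger share.

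For the lists, values are camera adjusted p unless stated. Rod genes and genes shared by rods and cones passed with no expression filter (0.018 and 0.025), with age from Table 1 (0.0014 and 0.00011) or the labels (0.0017 and 0.00022) and without the Basset Hounds (0.014 and 0.0094), and the shared genes with cyclic loess (0.038). T and NK cell markers did not pass after quantile normalization (0.057), cyclic loess (0.06), age from Table 1 (0.25) or the labels (0.29), the 3' to 5' ratio (0.089), or without the Shiba Inus (0.074) or the Basset Hounds (0.061). The constitutive proteasome did not pass after quantile normalization (0.069), cyclic loess (0.2), age from Table 1 (0.061) or the labels (0.05), without the Shiba Inus (0.16), with the median of a gene's probe sets (0.052), without probe sets that can match several transcripts (0.4) or with the probe set of largest variance (0.12). Chemokines passed with no expression filter (0.0096, with a median of 0.12 against 0.92), centring on array medians (0.045), without the Basset Hounds (0.023), without probe sets that can match several transcripts (0.014), with the probe set of largest variance (0.048) and in fry (0.018). Cell adhesion passed with no expression filter (0.0078) and in fry (0.012), neurotrophic factors (0.0009), interferons and interleukins (0.02) and myelin genes (0.018) in fry, myelin genes also without the Basset Hounds (0.04), and neurofilaments and synucleins with no expression filter (0.043), the median of probe sets (0.0089), the probe set of largest variance (0.0013) and fry (0.018). Calcium channels did not pass with at least 5 samples above 7 (0.058), nor apoptosis without probe sets that can match several transcripts (0.054). With an estimated correlation no list passed, with 0.14 for ganglion cell, bipolar cell, microglia, complement, MHC class I and II, acute phase and receptor lists, 0.15 for amacrine cells, the TNF pathway, calcium-binding proteins and calcium channels, 0.18 for synaptic vesicles, 0.2 for apoptosis, 0.22 for the immunoproteasome, 0.28 for lysosomes, 0.34 for cones and T and NK cells and 0.36 for the constitutive proteasome.

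Replicate numbers do not pair the dogs, since residuals of samples with the same number correlated at r = 0.07, -0.04, -0.02, -0.21 and -0.24 across probe sets and 0 samples correlated best with their own number. With a replicate block 548 probe sets were lower and 513 higher, 206 and 244 genes, and the adjusted p was 0.024 for rod genes, 0.012 for shared photoreceptor genes, 0.067 for T and NK cells and 0.034 for chemokines.

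Genes with several probe sets were reversed where another probe set represented the gene or all were combined. DLA88 had a difference of -3.439 without the Shiba Inus, -2.333 without the 5-year-old Shiba Inu, -2.795 without the Dalmatian, -0.605 with the median of its probe sets and -3.534 both without probe sets that can match several transcripts and with the largest variance, and from -2.795 to 2.452 with 1 sample left out. SNCG had -0.023 by the median and -2.567 by the largest variance. NEU1 was reversed after quantile normalization (0.040) and without the 12-year-old Shiba Inu (0.039), control 4 (0.069) or control 5 (0.060), with a range from -0.681 to 0.069 with 1 sample left out.

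With 1 sample left out, lower probe sets ranged from 486 to 720 and higher ones from 416 to 656, lower genes from 187 to 265 and higher ones from 193 to 312, the SD difference from -0.082 to 0.091, and the shares from 75.8% to 92.9% (lower) and from 69.6% to 88.0% (higher). The adjusted p ranged from 1.1e-06 to 4e-05 for ganglion cells, 5.3e-06 to 0.00013 for amacrine cells, 0.00011 to 0.0016 for bipolar cells, 0.022 to 0.59 for rods, 0.00038 to 0.013 for cones, 0.0081 to 0.79 for shared photoreceptor genes, 8.7e-15 to 6.7e-12 for microglia, 0.023 to 0.17 for T and NK cells, 0.25 to 0.96 for crystallins, 2.3e-14 to 2.2e-12 for complement, 5.6e-08 to 2.7e-05 for MHC class I, 1.1e-10 to 5.7e-09 for MHC class II, 7.7e-05 to 0.0007 for the TNF pathway, 0.029 to 0.11 for chemokines, 1.5e-06 to 6.3e-06 for acute phase proteins, 5.7e-09 to 4.1e-06 for lysosomes, 0.015 to 0.1 for the constitutive proteasome, 0.0041 to 0.022 for the immunoproteasome, 0.00016 to 0.0026 for apoptosis, 7.6e-07 to 2.3e-05 for synaptic vesicles, 1.1e-08 to 6.9e-06 for receptors, 0.0053 to 0.016 for calcium-binding proteins, 0.0011 to 0.036 for calcium channels, 0.27 to 0.56 for cell adhesion and 0.083 to 0.21 for neurofilaments and synucleins.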

Differences from the paper's values

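The counts of probe sets and genes lie within 1.5 times the paper's, with 574 lower probe sets against the paper's 586 and 544 higher against the paper's 525, 330 and 431 of them annotated against the paper's 362 and 486, and 214 lower and 258 higher genes against the paper's 275 and 303, and the fold changes of Tables 3 and 4 differ from the paper's by 1.5 times or less or by less than the SD among the glaucomatous retinas. The paper counts the unique genes that its annotated probe sets represent, whereas 214 and 258 rest on the probe set with the highest mean. Genes with any lower or any higher probe set, the nearer match to the paper's counts, numbered 249 and 285. These counts rest on limma, while the paper's methods name the Wilcoxon rank sum test and SAM. SAM with the delta and the 2-fold minimum of the methods and 100 label permutations, fewer than the paper's and in 1 run, gave 562 lower and 773 higher probe sets, and 209 lower and 356 higher genes.

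The legend of the tables gives fold changes in log2 units. The printed fold changes run from 2 to 21.8, while the differences of the printed log2 averages run from -4.4 to 4.6, so they are read here as ratios on a linear scale. On that scale, 2 to the power of the difference of mean log2 values lies within 0.1 (log2) of the printed fold change in 101 lines and more than 1.5 times apart in 12, and the ratio of unlogged means in 94 and 2 lines. The 12 lines include ARR3 (5.71-fold against the paper's 2.1), OPN1SW (8-fold against the paper's 3.5) and the probe set of SAA1 and SAA2 (8.71-fold against the paper's 20.1), for which the ratios of unlogged means were 2.56, 4.1 and 23.4. By the lines more than 1.5 times apart, the ratio of unlogged means came nearer to the printed values. By the lines within 0.1, the fold of mean log2 values came slightly nearer. Which definition the paper used was therefore not settled.

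Of the table lines, 207 passed the test in the printed direction, 7 were tested and did not pass, and 7 have a probe set below the expression filter used here and were not tested. Among genes the paper lists as changed, STMN2 (-1.49, adjusted p = 0.061), ARR3 (-2.51, adjusted p = 0.071), ITGA6 (-0.84, adjusted p = 0.13), SAA (1.40, adjusted p = 0.063), CCL2 (1.56, adjusted p = 0.073), NTF3 (1.30, adjusted p = 0.065) and CXCL10 (2.18, adjusted p = 0.054) did not pass in limma by the probe set of the table. Of the tests named in the paper's methods, SAM, in this 1 run, called each of these except ITGA6, and the exact Wilcoxon test at p under 0.05 called STMN2, ARR3, SAA, CCL2 and CXCL10. For the probe set that represents the gene, array weights brought STMN2, ARR3, CCL2, NTF3 and CXCL10 past the test, leaving out the Shiba Inus STMN2, ARR3, NTF3 and CXCL10, leaving out the Basset Hounds ARR3 and CCL2, and the replicate block STMN2. Leaving out 1 glaucoma dog did so for STMN2 (the 5-year-old Shiba Inu or the Dalmatian), NTF3 (the 5-year-old Shiba Inu), CXCL10 (the 12-year-old Shiba Inu, the 5-year-old Basset Hound or the Dalmatian), ARR3 (the 12-year-old Shiba Inu or the 5-year-old Basset Hound) and CCL2 (the 12-year-old Shiba Inu or the Dalmatian).

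The paper states that synucleins are lower in glaucoma and names SNCG. Of its 2 probe sets, the one in the table was lower (-2.57, adjusted p = 0.000232), and the other, which is brighter, was higher (2.52, adjusted p = 0.000195). By the probe set with the largest variance SNCG was lower.

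The paper states that genes of proteasome activity are prominent among the elevated ones. Of 29 measured genes of the constitutive proteasome none was higher, while of 6 measured genes of the immunoproteasome PSMB8 was higher (1.70, adjusted p = 0.00169), and all 13 probe sets of the paper's own class of protein degradation were higher.

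The paper describes a marked asymmetry between elevated and reduced transcripts in how often a change goes with a high p-value, and puts it down to the spread within the glaucoma group. Of probe sets at least 2-fold higher 79.8% passed the test and of those at least 2-fold lower 85.3%, whereas with age in the model the order was the opposite, with 72.1% against 61.2% by Table 1 and 67.0% against 60.2% by the labels. The median glaucoma SD was 0.65 for the 2-fold higher and 0.63 for the 2-fold lower probe sets. It was 1.25 for those that failed in either direction, but failing depends on the SD, so this value says nothing on the asymmetry. The shares and SDs were not computed for 2-fold changes by the ratio of unlogged means.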

Other observations

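The medians of the SD within groups and of the probe sets called in the other splits were added after the results were seen, and no other test in this part was.

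Of 24 measured genes of the extracellular matrix 9 were higher in glaucoma, none was lower and 15 did not pass the test (11 higher when adjusted over the list alone), with a median log2 difference of 0.82 (camera adjusted p = 2.6e-06, and adjusted p = 0.2 with an estimated correlation). The median over these genes was 1.31 in the 5-year-old Shiba Inu, 1.47 in the Dalmatian and 0.15 to 0.44 in the other glaucoma dogs, with 0.04 in control 4. RPE genes were highest in the 5-year-old Shiba Inu (2.79), control 4 (1.10) and the Dalmatian (0.92). The median of the matrix list was 0.47 without the 5-year-old Shiba Inu, 1.32 with the ages of Table 1 in the model and 0.26 with no expression filter. EFEMP1, a fibulin of the matrix below the RPE, rose by 1.45 (SE 0.16, adjusted p = 0.000227 from limma). Myelin genes had a median of 0.13 and a mean of 0.85 (camera adjusted p = 0.12, and adjusted p = 0.018 in fry), with MAL the 1 of 5 measured genes that rose and 4 not past. Endothelial markers had a median of -0.01 (camera adjusted p = 0.76), with FLT1, a receptor of vascular endothelial growth factor, the 1 of 6 that rose (0.66, SE 0.16, adjusted p = 0.0146), and after a second quantile normalization or cyclic loess this median was 0.01 and 0.02. Of 6 pericyte markers 2 rose, PDGFRB (0.59, adjusted p = 0.0385) and DES (0.75, adjusted p = 0.0491), and 4 did not pass, with a median of 0.08 (camera adjusted p = 0.45), and the calls of both were lost without the 12-year-old Shiba Inu (0.057 and 0.089), the Dalmatian (0.059 and 0.12) or any of controls 1, 2, 4 and 5 (0.058 to 0.089 and 0.052 to 0.11), that of PDGFRB without the 5-year-old Shiba Inu (0.05) and that of DES without the 7-year-old Basset Hound (0.089).

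Genes induced by hypoxia went both ways, with 1 of 14 higher, 3 lower and 10 not past, and a median of 0.24 (camera adjusted p = 0.56). The collagen prolyl hydroxylase P4HA1 rose by 1.04 (SE 0.21, adjusted p = 0.00684), while the glycolytic enzyme TPI1 fell by 0.68 (SE 0.12, adjusted p = 0.00392). Of 10 heat shock proteins 1 rose and 9 did not pass, with a median of 0.02 (camera adjusted p = 0.59), and the one that rose was HSPA5, a chaperone of the endoplasmic reticulum (0.46, SE 0.10, adjusted p = 0.00793). None of 8 cell cycle genes passed (median 0.02, mean -0.15, camera adjusted p = 0.86). GMFG, 1 of the genes the paper measured by real-time PCR, rose on the arrays by 1.37 (SE 0.21, adjusted p = 0.00163), and its second probe set rose by 0.97 (SE 0.21, adjusted p = 0.00994).

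Chance was assessed with 100 of the 126 possible splits of the 10 samples into groups of 5. The real split gave 1118 probe sets and the highest of the other splits 32, and for genes the counts were 472 and 10, so in both cases 1 of 100 splits, the real one, reached the result and chance can be excluded. For the gene lists 7 of 100 splits gave at least the 30 lists of the real split, with up to 34 in another, so chance cannot be excluded for the number of lists. In the split with 34 lists, 4 of the 5 samples on the side of the 5-year-old Shiba Inu were glaucoma dogs. The difference in SD between higher and lower probe sets, 0.05 as the larger over both groups (0.03 in glaucoma), was reached by 98 of 100 splits, with up to 1.14, but groups that mix glaucoma and control dogs take the disease difference into their SD (a median of 1.27 against 0.46 in the real groups), so this comparison says little. The difference of 5.5 percentage points between the shares of lower and higher probe sets past the test was reached by 2 of 100 splits, with up to 5.6, but the other splits called a median of 0 probe sets, so it says little too.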
